# MiR-22 modulates brown adipocyte thermogenesis by synergistically activating the glycolytic and mTORC1 signaling pathways

**DOI:** 10.7150/thno.50900

**Published:** 2021-01-25

**Authors:** Pengbo Lou, Xueyun Bi, Yuhua Tian, Guilin Li, Qianqian Kang, Cong Lv, Yongli Song, Jiuzhi Xu, Xiaole Sheng, Xu Yang, Ruiqi Liu, Qingyong Meng, Fazheng Ren, Maksim V. Plikus, Bin Liang, Bing Zhang, Huiyuan Guo, Zhengquan Yu

**Keywords:** miR-22, BAT, thermogenesis, glycolysis, mTORC1

## Abstract

**Background:** Brown adipose tissue (BAT) dissipates chemical energy as heat and has the potential to be a protective strategy to prevent obesity. microRNAs (miRNAs) are emerging as important posttranscriptional factors affecting the thermogenic function of BAT. However, the regulatory mechanism underlying miRNA-mediated energy metabolism in BAT is not fully understood. Here, we explored the roles of miR-22 in BAT thermogenesis and energy metabolism.

**Methods:** Using global and conditional knockout mice as *in vivo* models and primary brown adipocytes as an *in vitro* system, we investigated the function of miR-22 in BAT thermogenesis *in vivo* and *in vitro*.

**Results:** miR-22 expression was upregulated in BAT in response to cold exposure and during brown preadipocyte differentiation. Both global and conditional knockout mice displayed BAT whitening, impaired cold tolerance, and decreased BAT thermogenesis. Moreover, we found that miR-22 deficiency impaired BAT glycolytic capacity, which is critical for thermogenesis. The mechanistic results revealed that miR-22 activated the mTORC1 signaling pathway by directly suppressing Tsc1 and concomitantly directly suppressing Hif1an, an inhibitor of Hif1α, which promotes glycolysis and maintains thermogenesis.

**Conclusions:** Our findings identify miR-22 as a critical regulator in the control of thermogenesis in BAT and as a potential therapeutic target for human metabolic disorders.

## Introduction

The incidence of obesity has increased in recent decades, and obesity leads to numerous comorbidities, including cardiovascular disease, metabolic syndrome, and type 2 diabetes 1. In addition to reducing calorie intake, increasing energy expenditure (EE) is also an alternative strategy to prevent obesity. Brown adipose tissue (BAT) is a specialized tissue that specifically expresses uncoupling protein 1 (Ucp1), which uncouples oxidative respiration from ATP synthesis to generate heat 2. This core function of BAT allows rodents to maintain their body temperature in cold environments 3. Human infants have copious BAT deposits, but humans lose prominent BAT depots after becoming adults. Notably, increasing evidence indicates that adult humans also possess Ucp1-positive BAT 4, 5, which contributes to metabolic homeostasis. Such findings have uncovered a viable therapeutic strategy, where these cells are exploited to treat obesity and diabetes 6, 7. Thus, understanding the regulatory mechanism that drives BAT thermogenic activity now has clinical implications.

Upon cold exposure, BAT is activated. During this process, Ucp1 dissipates the proton gradient across the inner mitochondrial membrane and then uncouples oxidative respiration from ATP synthesis to generate heat. To compensate for the decrease in ATP, glycolytic activity is increased in BAT when mice or humans are subjected to cold stimulation 8. Prevention of glycolysis in mouse BAT severely impairs nonshivering thermogenesis (NST); consequently, mice in which glycolysis is inhibited are hypothermic, and display increased sensitivity to cold 9, 10, suggesting the importance of glycolysis in BAT thermogenesis. However, the regulatory mechanism of glycolysis remains unclear.

The mammalian target of rapamycin (mTOR) signaling pathway, which is a central regulator of energy metabolism in cells, plays important roles in maintaining BAT thermogenesis 11, 12. In response to cold, mTORC1 activity is robustly increased in BAT. Loss of *Raptor* in adipocytes blocks cold-induced BAT mass expansion, reduces mitochondrial biogenesis, and severely impairs BAT oxidative metabolism 13. Inhibition of mTORC1 signaling via rapamycin renders mice cold intolerant, as it blocks the expression of thermogenic genes and the expansion of beige adipocytes in white adipose tissue (WAT) 14, 15. However, the molecular mechanism involved in mTOR activation upon cold exposure is still unclear.

MicroRNAs (miRNAs) are a class of short, noncoding RNAs that control multiple developmental and cellular processes by negatively regulating gene expression 16. Recently, increasing evidence has indicated that miRNAs are important regulators of thermogenic function in BAT 17. For example, it has been reported that miR-27 and miR-133 inhibit brown adipogenesis, while miR-32 and miR-455 drive BAT thermogenesis 18-21. miR-22 is of great interest, as it plays a critical role in regulating lipid metabolism in muscle, and both muscle and BAT are derived from the same progenitors that express the early muscle marker myogenic factor 5 (MYF5) and paired-box 7 (Pax7) 22, 23. miR-22 has also been suggested to be important in a variety of cardiac diseases 24-26. However, the function of miR-22 in BAT is completely unknown. Here, we utilized both global and conditional knockout mice models to demonstrate that cold-induced miR-22 drives thermogenic function in BAT by modulating glycolysis and thermogenic genes via the Hif1an/Hif1α and mTORC1 signaling pathways.

## Materials and methods

### Ethics statement

This study was performed in strict accordance with the recommendations in the Regulations of Beijing Laboratory Animal Management. The protocol was approved by the Institutional Animal Care and Use Committee of China Agricultural University (approval number: SKLAB-2015-04-03).

### Animals

The miR-22 KO mice, *Adipoq-Cre* and* Ucp1-Cre* transgenic mice were obtained from the Jackson Laboratory. The *miR-22^flox/flox^* mice were generated at the Shanghai Model Animal Center, and the second exon (337 bp) of miR-22 was targeted with flanking LoxP sites, resulting in the 2 LoxP loci. Experimental groups were formed according to the genotype and contained male mice that were similar in age. Single-housed mice were placed at 4 °C or 30 °C for cold exposure and thermoneutral experiments.

### miR-22 *in situ* hybridizations and quantitative real-time PCR (qRT-PCR)

For miR-22 *in situ* hybridizations, digoxigenin (DIG)-labeled locked nucleic acid (LNA) probes (Exiqon, Vedbaek, Denmark) were used following the manufacturer's protocol. Double DIG-labeled miR-22 and scrambled LNA probes (Exiqon) were hybridized at 55 °C. The *in situ* signals were detected by staining with an anti-DIG-AP antibody (Roche) and developed using BM purple substrate (Roche).

Total RNA was extracted by TRIzol (Invitrogen) according to the manufacturer's instructions. Each RNA sample was reverse transcribed with the M-MLV Reverse Transcriptase (Promega) using oligo (dT) primers. Real-time qPCR was performed using LightCycler 480 SYBR Green I Master Mix on a detection system (Roche). The primers used are located in Table S1.

### Cell culture and transfection

Stromal vascular fraction (SVF) cells were isolated from BAT as described previously 27 with minor modifications. Briefly, BAT was excised from newborn mice, minced and digested with collagenase type II collagenase (2 mg/mL) at 37 °C for 90 min, then filtered and centrifuged. Finally, SVF cells were resuspended in culture medium.

For differentiation assays, SVF cells were cultured to confluence and treated with induction medium containing 10% FBS, 0.5 mM isobutylmethylxanthine, 125 nM indomethacin, 2 μg/mL dexamethasone, 0.5 μM rosiglitazone, 5 μg/mL insulin, and 1 nM T3. After 2 days, the cells were incubated with maintenance medium containing 5 μg/mL insulin and 1 nM T3 for 2 days. Then, the cells were incubated in DMEM with 10% FBS for 2 days.

Differentiated primary brown adipocytes were transfected as reported 28. In brief, Lipofectamine RNAiMAX (9 μL/mL) and inhibitor/negative control (NC) or mimic/NC (50 nM) were diluted with Opti-MEM medium and mixed them (1:1). The mix was added to a plate (precoated with gelatin) and then incubated for 25 min. During incubation, digested differentiated primary brown adipocytes (day 4) were counted and resuspended in culture medium. The resuspended cells were added to plates and analyzed after 2 days. The sequences of siRNA or inhibitor used are listed in Table S2. The miR-22 lentiviral vector was generated by cloning 695 bp of mouse genomic DNA harboring the pri-miR-22 sequence into the pLV[Exp]-EGFP:T2A:Puro-EF1A vector.

### Cellular metabolism

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) assays were performed and analyzed as reported 29, 30. In brief, SVF cells from BAT of miR-22 KO mice or wild-type (WT) mice were seeded in an XFe24 cell culture microplate (Agilent) and differentiated into brown adipocytes. Cells at day 6 of differentiation were equilibrated in Seahorse XF Base Medium (Agilent) for 1 H in a 37 °C incubator without CO_2_ before analysis. Then, the XFe24 plates were transferred to a Seahorse XFe24 analyzer, equilibrated for 15 min and subjected to 3 assay cycles (mixing for 3 min, waiting for 2 min and rate measurement for 2 min). A cell Mito Stress Kit was used for the measurement of OCR (oligomycin, 1 μM; carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP), 2 μM; and rotenone/antimycin A, 0.5 μM), and a Glycolysis Stress Kit was used for the measurement of the ECAR (glucose, 10 mM; oligomycin, 1 μM; and 2-deoxyglucose (2-DG), 50 mM). After the assays were performed, total proteins were extracted from each well and quantified using a BCA protein quantification kit for normalization. The data were analyzed using Seahorse Wave Desktop Software (Agilent).

### Tissue O_2_ consumption and glycolysis

The OCR and ECAR in interscapular BAT were measured using a Seahorse XFe Extracellular Flux Analyzer (Agilent) in a 24-well plate. Adipose tissues (2 mg for BAT) were placed into XF24 Islet Capture Microplates and preincubated with assay medium for 1 H according to the manufacturer's instructions (Agilent).

### Hematoxylin and eosin (H&E), immunofluorescence, immunohistochemistry (IHC) and western blotting

H&E staining, immunofluorescence, IHC and western blotting were performed as we previously described 31. The BAT was rinsed with PBS, fixed in 4% PFA, paraffin-embedded, sectioned at 5 μm and stained with H&E. For immunohistochemical staining, antigen retrieval was performed by heating the slides to 95 °C for 20 min in 0.01 M citrate buffer (pH 6.0) in a microwave. IHC was performed using an Expose Kit (Abcam) according to the manufacturer's protocol. The antibodies used are listed in Table S3.

BAT or cells were prepared in lysis buffer (Beyotime Biotechnology, Shanghai, China) with 1% phenylmethylsulfonyl fluoride (PMSF). The protein concentration was measured using a BCA protein assay kit (Beyotime). Thirty micrograms of total protein was separated by 8%-10% SDS-PAGE under denaturing conditions, and the separated proteins were transferred to PVDF membranes (GE Healthcare). The membranes were blocked with 5% BSA for 1 H, incubated with the primary antibodies overnight at 4 °C, washed, and incubated with the appropriate horseradish-conjugated secondary antibody (1:5,000) for 1 H at room temperature.

### Indirect calorimetry core body temperature measurement

Oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were measured for 24 H after 24 H of acclimation using an Oxylet System (Panlab, Barcelona, Spain) and the METABOLISM software suite. Mice were housed in single cages at 4 °C for a period of 0-6 H, and their core body temperatures were measured with a probe thermometer.

### Microarray analyses

For mRNA microarrays, total RNA was extracted from BAT samples isolated from WT and miR-22 KO mice (8 weeks old) using TRIzol Reagent (Invitrogen). Then, the RNA samples were submitted to the Beijing CapitalBio Corporation and analyzed on Agilent cDNA microarrays (Mouse (V2) Gene Expression Microarray). The data were analyzed using Significant Analysis of Microarray (SAM) software to identify the differentially expressed genes. Genes were considered to be significantly upregulated or downregulated at p < 0.05. We utilized the Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional Annotation Bioinformatics Microarray Analysis software to analyze Gene Ontology (GO) terms based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database.

### Luciferase reporter assays

Approximately 650 bp segments containing predicted miRNA target sites in the 3'UTRs of *Hif1an*, *Tsc1* were cloned into psiCHECK-2 vectors (Promega) between the *XhoI* and *NotI* sites immediately downstream of the Renilla luciferase gene. To generate reporters with mutant 3'UTRs, six nucleotides (GCAGCT) in the target sites were mutated to TAGATC.

Then, 293T cells were seeded in 24-well plates one day before transfection. Ten nanograms of each reporter construct was cotransfected with a miR-22 mimic or a NC at a final concentration of 50 nM into 293T cells using Lipofectamine 2000 according to the manufacturer's protocol (Invitrogen). The next day, the firefly and renilla luciferase activities were measured with a Dual-Glo Luciferase Assay System according to the manufacturer's instructions (Promega).

### Statistical analysis

Two-tailed Student's *t*-test and two-way ANOVA were used for statistical analysis. The data are reported as the mean ± SD unless specifically stated to be the mean ± SEM in the figure legends.

### Data availability

The microarray data have been submitted to the GEO repository GSE147835.

## Results

### miR-22 is highly expressed in BAT and upregulated upon cold exposure

To begin elucidating the potential role of miR-22 in adipose tissue, we first examined the miR-22 expression levels in BAT. We found that the expression levels of miR-22 were higher in BAT than in inguinal WAT (iWAT) (Figure 1A). Its expression levels in BAT from ob/ob or db/db mice, in which BAT thermogenic function is impaired 32, were significantly lower than in WT mice (Figure 1B, Figure S1A). BAT thermogenesis is normally activated under cold stimulation and inactivated under thermoneutral conditions 2. The miR-22 levels in BAT exhibited significant upregulation upon cold exposure; in contrast, miR-22 was significantly downregulated under thermoneutral conditions (Figure 1C-D). Consistently, the miR-22 expression level was significantly upregulated in BAT or differentiated primary brown adipocyte adipocytes upon CL316, 243 treatment, which mimics cold stimuli (Figure 1E, Figure S1B). The findings were further confirmed by miR-22 *in situ* hybridization (Figure 1F, Figure S1C). Furthermore, we found that the miR-22 expression level was higher in mature BAT than that in the SVF (Figure 1G). In line with these results, the miR-22 level increased with time during adipogenesis with time (Figure 1H). Collectively, these findings indicated that miR-22 is highly expressed in mature BAT and responds to cold stimuli.

### miR-22 deficiency results in thermogenic dysfunction

Next, we utilized miR-22 KO mice to study the *in vivo* role of miR-22 in BAT. Compared with WT mice, miR-22 KO mice fed on a normal chow diet did not show any noticeable differences in outward appearance. The body weights and food intakes were not significantly different between the miR-22 KO mice and their WT littermates (Figure 2A-B). With regard to serum metabolites, the levels of circulating plasma glucose were also normal in miR-22 KO mice (Figure 2C). However, the free fatty acid, triglyceride and total cholesterol levels were significantly higher in miR-22 KO mice than in littermate controls (Figure 2D-F). Accordingly, we also observed significant decreases in VO_2_, VCO_2_ and EE in miR-22 KO mice (Figure 2G-I). These findings indicate the occurrence of systemic metabolic dysfunction in miR-22 KO mice.

The primary function of BAT is to generate heat to defend against cold exposure 33. Considering the high levels of miR-22 in BAT, we examined body temperature in miR-22 KO mice subjected to acute cold exposure. The body temperatures of miR-22 KO mice dropped much faster than those of the littermate controls (Figure 2J). Thermographic imaging further revealed that the BAT surface temperature rapidly decreased in miR-22 KO mice upon acute cold exposure (Figure 2K), indicating defective adaptive thermogenesis in BAT. Taken together, these results suggest the potential importance of miR-22 in metabolic homeostasis and thermogenic function.

To test whether the phenotypes observed upon miR-22 loss originated in BAT, we examined the phenotypes using Adipoq-Cre-driven miR-22 conditional KO (AKO) mice in which miR-22 was specifically deleted in adipose tissues (Figure S2A-B). Interestingly, compared with WT littermate controls, AKO mice did not exhibit any significant changes in serum biochemical indices or metabolic cage parameters (Figure S2C-I), but significant alterations were observed in constitutive KO mice. It turns out that the metabolic changes found in KO mice could be caused by miR-22 knockout in tissues other than adipose tissues. However, similar to constitutive KO mice, the miR-22 AKO mice failed to maintain their core body temperatures or interscapular BAT temperatures upon acute cold exposure (Figure 2L-M).

To further delineate the specific function of miR-22 in BAT for cold-induced NST, we generated *Ucp1-Cre;miR-22^fl/fl^* (BKO) mice, in which miR-22 is specifically deleted in BAT (Figure S2J). The interscapular BAT temperature in miR-22 BKO mice dropped more rapidly upon acute cold exposure, compared to control mice (Figure S2K). These findings suggest that adipocyte-specific miR-22 is specifically important for maintaining body temperature but does not affect whole-body metabolic homeostasis under a normal chow diet.

### miR-22 deficiency results in BAT whitening

We next examined the histology of BAT from miR-22 KO mice. On gross examination, BAT from miR-22 KO mice exhibited profound morphological whitening (Figure 3A). The whitening was accompanied by a switch from a multilocular to a unilocular morphology (Figure 3B) and an increase in lipid areas (Figure 3C). To test the BAT thermogenesis-related function of miR-22, we assessed NST by measuring BAT O_2_ consumption *in vitro*. The O_2_ consumption of BAT isolated from miR-22 KO mice was significantly lower than that of BAT isolated from littermate controls (Figure 3D). Consistently, BAT-selective genes were significantly downregulated in miR-22 KO mice (Figure 3E). The protein expression of Ucp1 and Prdm16 was also attenuated in miR-22 KO mice (Figure 3F-H). In line with these findings, the BAT from miR-22-AKO mice also exhibited profound morphological whitening, downregulation of BAT-selective genes and decreased O_2_ consumption (Figure 3I-J, Figure S3A-C). Furthermore, miR-22 BKO mice also exhibited the whitening of BAT and downregulation of BAT-selective genes, compared to control mice (Figure S3D-E), suggesting a specific role of miR-22 in BAT. Together, these *in vivo* findings demonstrate that miR-22 plays an important role in modulating thermogenic function of BAT.

### miR-22 is required for a brown adipocyte-specific thermogenic program in isolated BAT precursors

To understand how miR-22 regulates thermogenic function in BAT, we first investigated whether miR-22 is required for brown adipocyte differentiation. To this end, we isolated SVF cells from BAT and subjected them to a standard brown adipogenic differentiation protocol *in vitro*. SVF cells from miR-22 KO and WT mice showed equivalent abilities to develop into mature lipid droplet-containing adipocytes (Figure 4A). In agreement with these findings, inhibitor-induced knockdown of miR-22 did not influence the efficiency of mature lipid droplet-containing adipocyte development (Figure 4B). The levels of pan-adipocyte genes including *Pparγ*, *Fabp4* and *Adipoq* were not altered upon miR-22 inhibition (Figure 4C). In addition, brown preadipocytes infected with empty or miR-22 lentiviral vectors also showed equivalent abilities to develop into mature lipid droplet-containing adipocytes. This was evidenced by comparable of both lipid accumulation and adipogenic genes upon miR-22 overexpression (Figure 4D-F). Together, these data suggest that miR-22 may not participate in the differentiation process of BAT.

However, the brown-selective gene program was significantly downregulated in differentiated SVF cells with miR-22 inhibition at both the mRNA and protein levels (Figure 4G-H). Consequently, miR-22 KO differentiated SVF cells exhibited declines in the OCR, as evidenced by reductions in basal respiration, maximal respiration, space respiration capacity and proton leakage (Figure 4I-J). Moreover, brown-selective genes and OCR increased upon miR-22 overexpression (Figure 4K-M). Taken together, these data demonstrate that miR-22 is required to activate the brown-specific thermogenic program in isolated BAT precursors in a cell-autonomous manner.

Interestingly, we also found that SVF cells from iWAT of miR-22 KO mice exhibited dramatically reduced lipid accumulation (Figure S4A). As indicated by the qRT-PCR results, SVF cells from iWAT of miR-22 KO mice exhibited marked downregulation of adipogenesis markers (Figure S4B). These data suggest that miR-22 may participate in the differentiation process of white adipogenesis *in vitro*.

### Adipose-specific miR-22 AKO mice exhibit impaired browning capacity of WAT

Next, we investigated whether miR-22 plays a role in the development of WAT* in vivo*. The ratios of iWAT and epididymal WAT (eWAT) to body weight, and the size of lipid droplets are comparable between control and miR-22 AKO mice under normal environmental conditions (Figure S5A-D), suggesting that miR-22 does not regulate differentiation of WAT. Subsequently, we used the well-established model of β3AR activation with the highly selective agonist CL316,243 (CL); in this model, chronic CL treatment led to robust browning of WAT. We found that CL treatment resulted in a substantial increase in multilocular adipocytes within iWAT and eWAT, and this effect was accompanied by a robust increase in UCP1^+^ cells (Figure S5C-D). However, the numbers of multilocular adipocytes and UCP1^+^ cells were markedly decreased in iWAT and eWAT from miR-22-AKO mice, compared to controls (Figure S5C-D). Furthermore, a marked decrease in Ucp1 expression was also observed in iWAT and eWAT from AKO mice (Figure S5E-F). Consistently, BAT-selective genes including *Ucp1*, *Prdm16*, *Cidea*, and *Cox5a* were significantly downregulated in iWAT from miR-22-AKO mice at RNA level (Figure S5G). The data suggest that miR-22 is required for generation of beige adipocytes.

To investigate whether miR-22 regulates beige fat development *in vitro*, we isolated SVF cells from iWAT, and subjected them to a standard beige adipogenic differentiation protocol *in vitro*. Oil Red O staining showed that miR-22 loss impaired adipocyte differentiation, leading to decreased lipid droplet accumulation (Figure S5H). In addition, the brown-selective gene program (*Ucp1, Prdm16, Pgclα* and* Elovl3*) was significantly downregulated in differentiated miR-22 KO beige adipocytes, as were the adipocyte marker genes *Fabp4* and *Adipoq* (Figure S5I). The protein level of Ucp1 was also downregulated (Figure S5J). Collectively, the above observations suggest that miR-22 promotes the generation of beige adipocytes in WAT upon cold exposure.

### miR-22 KO mice are resistant to high-fat diet (HFD)-induced insulin resistance

It is well known that dysfunctional BAT can contribute to diet-induced obesity and insulin resistance 34, 35. We thus investigated whether miR-22 deletion results in obesity and insulin resistance under HFD conditions. The body weights of control and miR-22 KO mice were identical before HFD feeding and started to be significantly segregated two weeks after HFD feeding (Figure S6A). Unexpectedly, global miR-22 KO mice exhibited resistance to HFD-induced obesity. With regard to serum metabolites, the plasma glucose and total cholesterol levels were significantly lower in the miR-22 KO mice than in the WT mice (Figure S6B-C). Moreover, miR-22 KO mice displayed better glucose tolerance and increased insulin sensitivity (Figure S6D-E). We further found that liver weight and hepatic fat accumulation in miR-22 KO mice upon HFD were decreased compared with those in WT mice (Figure S6F-H). It suggests that insulin sensitivity is improved in miR-22 KO mice upon HFD feeding compared with those in WT mice.

To test whether the phenotypes observed upon miR-22 loss originated in BAT, we used adipose-specific AKO mice for further verification. The weight gain of adipose-specific miR-22-AKO mice was similar to that of control mice fed a HFD (Figure S6I). Despite similar body masses, adipose-specific miR-22 AKO mice were less intolerant to glucose and more sensitive to an intraperitoneal insulin tolerance test than control mice (Figure S6J-K). Similar to constitutive KO mice, liver weight and hepatic fat accumulation in miR-22 AKO mice upon HFD were decreased compared with those in control mice (Figure S6L-M). Overall, these results indicate that miR-22 deficiency improves glucose tolerance and insulin sensitivity and protects against liver steatosis under HFD conditions.

### miR-22 regulates glycolysis in BAT

To gain insight into the molecular mechanism underlying the compromised thermogenic function of BAT in miR-22 KO mice, we performed transcriptome profile analysis on BAT from WT (n = 3) and miR-22 KO (n = 3) mice and found 1791 downregulated genes and 1065 upregulated genes in miR-22 KO mice (Figure S7A). 

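For this comparison, RNA of BAT from 3 WT and 3 miR-22 KO mice, 8 weeks old, was hybridized with a single dye to Agilent mouse gene expression arrays, with 1 mouse per array. The authors deposited the scanner output of each array and a table of processed log2 values of the same arrays. Groups are those of the sample labels, and the mice of each group are taken in the order of their numbers. Each array carried 62976 spots, of which 59305 were not controls. In that order of mice, 66.5, 64.9 and 62.3% of the non-control spots were well above background in the WT mice and 55.8, 65.9 and 64.7% in the KO mice. No spot was saturated. The scanner software marked 4.87, 5.99 and 17.1% of the spots as outliers on the WT arrays and 15.1, 6.12 and 5.25% on the KO arrays. At least 99.9% of the marked spots of each array were above background.

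The values used here were the background-subtracted signals of the scanner software. Each was divided by the 75th percentile of its array and taken as log2. That percentile lay at 1984, 1435 and 1602 units of intensity in the WT mice and at 2538, 2633 and 1599 units in the KO mice. Marked spots were left out. A probe was tested when it was well above background on at least 3 of the 6 arrays and had at least 2 unmarked values in each group. Of 56605 probes, 33767 (59.7%) were matched to a gene through their RefSeq accession. Each gene was represented by its brightest testable probe, which gave 14711 genes, and KO and WT mice were compared with limma. Apart from the treatment of marked spots, whether left out or kept, these choices were made before the data were examined. The number of arrays limits the precision of every value.

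The array has no probe matched to mature miR-22, so its loss could not be checked on these arrays. The transcript of its host gene, *Mir22hg*, had a scaled log2 signal of 1.37 ± 0.28 (SD, n = 3) in WT mice and 2.12 ± 0.11 (SD, n = 3) in KO mice. It was higher in all 3 KO mice than in any WT mouse, with a log2 difference of 0.75 (standard error 0.18, adjusted p = 0.108 from limma with Benjamini-Hochberg adjustment). At least 1 probe each of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* was above background on all 6 arrays, and the *Xist* probe on none of them. Pearson's r between arrays was 0.971 to 0.987 within WT mice, 0.967 to 0.981 within KO mice and 0.949 to 0.979 between the groups. Each r was taken across the tested genes with unmarked values on both arrays, which are not independent replicates.

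Lists of marker genes were used to look for other tissues in the samples. The mean scaled log2 signal of 20 skeletal muscle genes, marked spots included, was 2.62, 1.87 and -4.16 in the WT mice and 0.18, 3.60 and 1.80 in the KO mice. The difference between the groups, 1.75, was smaller than the SD of 3.72 between WT mice (two-sided exact permutation test, p = 0.7, where 3 mice against 3 cannot go below 0.1). None of the other lists varied by more than 0.91 between arrays in this setting. Without marked spots the largest range of another list was 1.27, for white adipocyte genes.

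**Figure D1:**
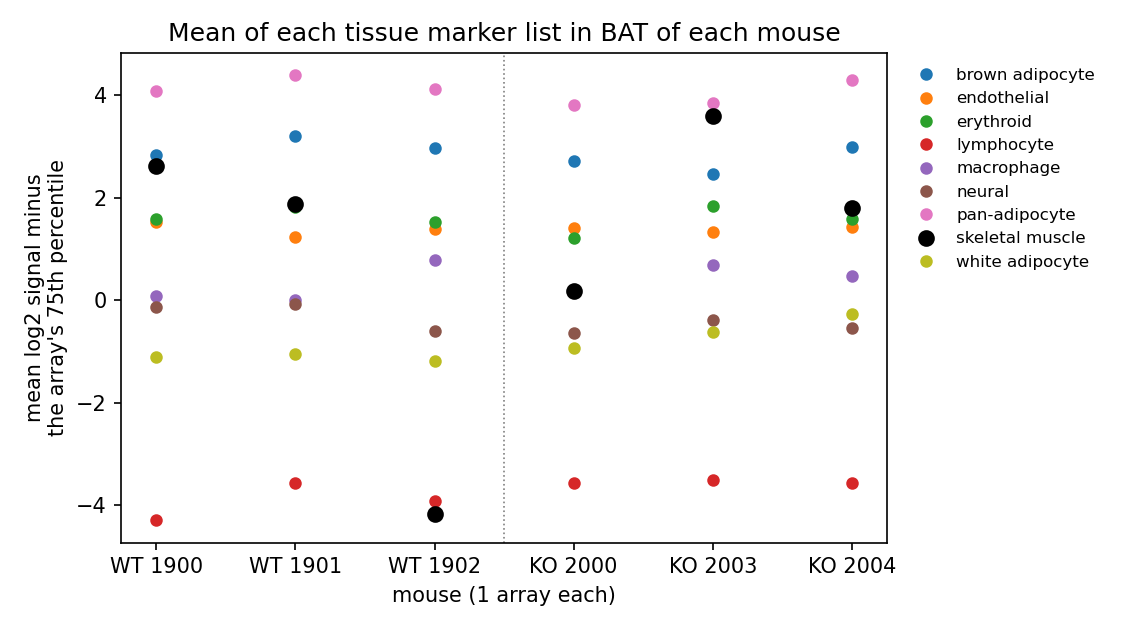
Mean log2 signal of each list of tissue marker genes, minus the 75th percentile of the array, in BAT of each WT and miR-22 KO mouse, with marked spots kept. Each point is 1 list on 1 array; the skeletal muscle list, in black, lies at -4.16 in the third WT mouse and at 3.60 in the second KO mouse, while every other list varies by at most 0.91.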

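At an unadjusted two-sided p under 0.05 from limma, 1297 genes were downregulated and 1476 were upregulated in KO mice. After Benjamini-Hochberg adjustment over the 14711 genes, 6 were downregulated and 21 upregulated. Among the 11576 genes with 3 values in each group and no marked spot, the KO values did not overlap the WT values for 3351 (28.9%), where chance gives 10%. With SAM on the same values, 930 genes were downregulated and 1255 upregulated at an unadjusted p under 0.05. None passed after adjustment, but none could have. The null of SAM pools all relabellings of the mice, the true one included, and 3 against 3 gives too few of them.

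The row of the slide as a block moved these counts most among the alternatives that count genes at the same threshold, to 298 downregulated and 777 upregulated genes. A single WT array lies in the same row as the KO arrays. The scaling between arrays changed which direction held more genes. After quantile normalization, 1503 genes were downregulated and 1169 upregulated, and after scaling to the median of the detected probes, 1935 and 1115. The processed values of the authors gave 1582 and 1146. With marked spots kept, a choice made after the data were seen, 1794 genes were downregulated and 1526 upregulated among 16110 genes. Leaving out each mouse in turn gave 677 to 1328 downregulated and 1021 to 1402 upregulated genes, and after adjustment 0 to 5 and 2 to 17. The downregulated genes were the majority only without the third KO mouse, with 1328 against 1156, and were fewest without the second WT mouse.

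Among the genes past the adjusted threshold that were above background on all 6 arrays, *Tjp3* had the largest fall. Its scaled log2 signal was -2.00 ± 0.40 (SD, n = 3) in WT mice and -4.18 ± 0.10 (SD, n = 3) in KO mice, a log2 difference of -2.18 (standard error 0.21, adjusted p = 0.0375 from limma). *Scgb3a1* followed with -1.26 (standard error 0.15, adjusted p = 0.0432) and *Dedd2* with -1.11 (standard error 0.12, adjusted p = 0.0431). Of the falls that did not pass, *Ric3* (-1.13) and *Krt79* (-0.99) had the smallest p, at an adjusted p of 0.0508 from limma. Among the genes past the adjusted threshold and above background on all 6 arrays, the largest rises, from 1.83 to 2.45, were those of *Epop*, *Tlr1*, *AA467197*, *Grhl3* and *Kcnc2*. *AA467197* aside, these were near background in WT mice, with means of -5.07 or lower. For each of these 10 genes, all 3 KO mice lay on the same side of all 3 WT mice, which was a condition for naming them.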

In agreement with the impaired thermogenic function, most thermogenesis-related genes were downregulated in miR-22 KO mice (Figure S7B). 

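Figure S7B shows 25 thermogenesis-related genes. Of these, 19 were tested, and 16 of the 19 had a lower mean in KO mice, with a median log2 difference of -0.37. At an unadjusted p under 0.05 from limma, 7 genes were downregulated and 3 upregulated. None passed the threshold after adjustment over all genes. Adjusted over the list alone, 4 were downregulated and 3 upregulated, which is not independent evidence because the study picked the genes on these samples.

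*Adcy10* fell furthest, by 1.71 on the log2 scale (standard error 0.33, adjusted p = 0.0778 from limma with Benjamini-Hochberg adjustment), and was well above background on 2 of the 3 KO arrays. Its adjusted p lay between 0.0306, with a trend and robust eBayes, and 0.440 over the alternatives. *Rps6ka3* fell by 0.81 (standard error 0.22, adjusted p = 0.136) and *Ndufab1* by 0.67 (standard error 0.18, adjusted p = 0.138). In these 3 genes every KO mouse was lower than every WT mouse. On dimmer probes *Rps6ka3* was at -0.29 and -0.07. Log2 differences of *Rps6ka1* (-0.58), *Cpt1b* (-0.58), *Ndufaf6* (-0.50) and *Cox16* (-0.42, from 2 WT mice) also had an unadjusted p under 0.05. *Cox6b2* rose by 0.56 (standard error 0.17) and *Adcy5* by 0.50 (standard error 0.15). *Mapk12* rose by 1.32 (standard error 0.38) on its testable probe and by 0.23 on a brighter probe that marked spots otherwise removed. *Prkacb* (-0.23), *Gnas* (-0.21) and *Actb* (-0.28) were lower in KO mice without passing the unadjusted threshold. The sign of *Actb* changed after quantile normalization, to 0.09, and those of *Gnas* and *Actb* in the authors' processed values, to 0.03 and 0.13. With the mean of its probes, *Prkacb* was at 0.21, and a dimmer probe of it was at 0.65. Dimmer *Gnas* probes were at 0.62 and -0.70, and brighter ones, with marked spots kept, at -0.48 and -0.32. The number of downregulated genes was 3 of 14 without the second WT mouse, 3 of 19 without the first KO mouse, 4 of 18 without the second KO mouse and 8 of 18 without the third. It was 10 of 19 after scaling to the median of detected probes. With the row of the slide as a block, 1 of 14 was downregulated and none upregulated at an unadjusted p under 0.05 from limma. Quantile normalization left 15 of the 19 genes below 0, and the processed values 14. Keeping the marked spots allowed 24 genes to be tested, of which 21 were lower, 12 of them downregulated and 2 others upregulated at an unadjusted p under 0.05. The paper relates the lower expression of most of these genes to the impaired thermogenic function of miR-22 KO mice.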

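The genes of pyruvate metabolism, fatty acid metabolism and fatty acid degradation were taken from lists compiled by hand, since the KEGG lists were not used here. For 6 such lists, a one-sided Fisher's exact test asked whether downregulated genes (8.82% of all tested genes at an unadjusted p under 0.05 from limma) were over-represented, and limma's camera asked whether all members shifted, with a preset correlation of 0.01 between genes. Both were adjusted over the 6 lists.

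Of the pyruvate metabolism list, 20 of 38 genes were tested and 3 (15%) were downregulated (Fisher's exact test, adjusted p = 0.384). Their median log2 difference was -0.22 (limma's camera, adjusted p = 0.122). The downregulated genes included *Acss2* (-1.05) and *Aldh2* (-0.61, and -0.36 on its brightest probe with marked spots kept). Of the fatty acid metabolism list, 45 of 58 genes were tested and 9 (20%) were downregulated (Fisher's exact test, adjusted p = 0.0913). The median was -0.14 and the mean -0.04 (limma's camera, adjusted p = 0.334). Of the fatty acid degradation list, 30 of 44 genes were tested and 6 (20%) were downregulated (Fisher's exact test, adjusted p = 0.132), with a median of -0.11 (limma's camera, adjusted p = 0.438). The mean of this last list was 0.04, of the opposite sign. Upregulated members numbered 2, 6 and 5 in the same order of lists. Adjusted over the list alone, 3, 1 and 0 genes were downregulated and 0, 3 and 0 upregulated, and none of the members passed the threshold over all genes.

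Neither limma's fry nor camera with an estimated correlation called any of the 3 lists, and fry gave the fatty acid metabolism list the opposite direction (adjusted p = 0.845). In 10000 random lists of genes of the same brightness, the medians of the 3 lists lay at percentile 18.2, 60.5 and 67.6.

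The row of the slide as a block moved the shares of both fatty acid lists most. With it, 15, 34 and 20 genes were tested and 6.67, 2.94 and 0% of them were downregulated, against 2.41% of all genes (Fisher's exact test, adjusted p = 1 for each). With marked spots kept, a setting chosen after the data were seen, 34, 57 and 39 genes could be tested and 32.4, 31.6 and 25.6% of them were downregulated, against 11.1% of all genes (Fisher's exact test, adjusted p = 0.00238, 0.000166 and 0.0176). The medians were then -0.31, -0.30 and -0.29 (limma's camera, adjusted p = 0.000545, 0.00151 and 0.00296), at percentile 5.66, 0.97 and 8.31 of random lists. When quantile normalization was added to this setting, neither the shares (Fisher's exact test, adjusted p of at least 0.308) nor the medians (limma's camera, adjusted p = 0.259 for each) passed the threshold. Without the third KO mouse, 31.6, 23.5 and 28.6% of the lists were downregulated (Fisher's exact test, adjusted p = 0.0235 for each). The share of fatty acid metabolism was 5.88% and that of fatty acid degradation 9.09% without the second KO mouse. After quantile normalization the medians were -0.10, -0.08 and -0.06, and 8.89% of the fatty acid metabolism list was downregulated, below the share among all genes.

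**Figure D2:**
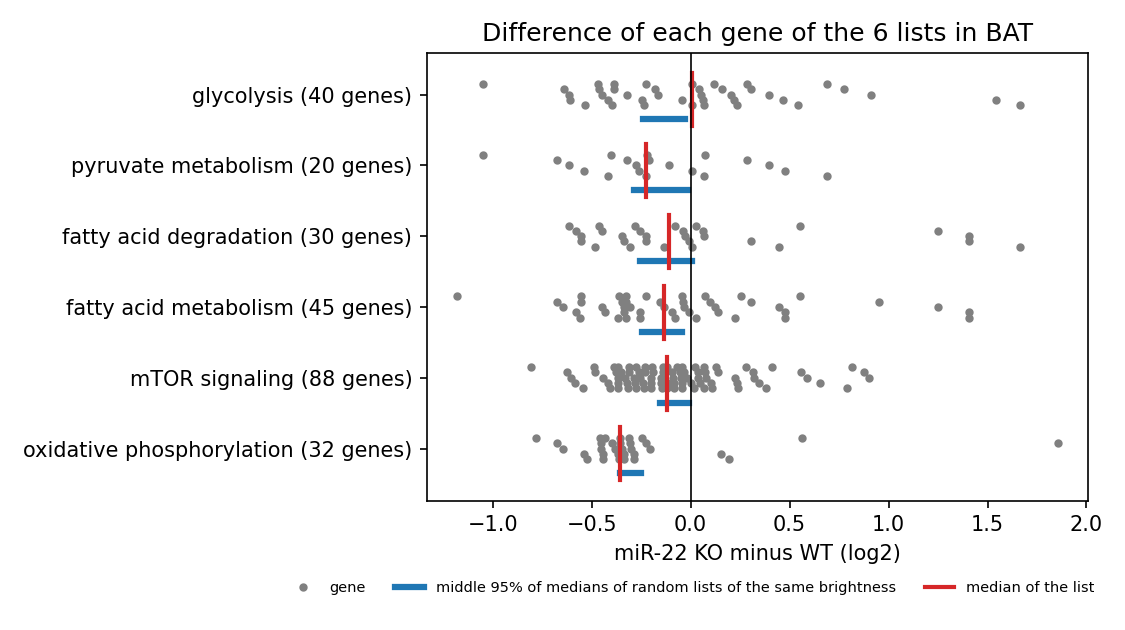
Log2 difference between miR-22 KO and WT mice for each tested gene (grey points) of 6 gene lists in BAT. The red line is the median of a list, and the blue bar spans the middle 95% of the medians of random lists of the same brightness; the medians of the pyruvate metabolism, fatty acid metabolism and fatty acid degradation lists, at -0.22, -0.14 and -0.11, lie inside their bars.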

With respect to the downregulated genes, KEGG pathway analysis showed that the downregulated genes were significantly enriched in pyruvate metabolism, fatty acid metabolism, and fatty acid degradation (Figure 5A). 

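For the glycolysis pathway, a list of 61 genes was used, of which 40 were tested. At an unadjusted p under 0.05, 4 (10%) were downregulated and 4 upregulated (one-sided Fisher's exact test, adjusted p = 0.569). The median log2 difference between KO and WT mice was 0.01 and the mean 0.02, whereas limma's camera gave the direction as down (adjusted p = 0.582). The direction was also down with limma's fry (adjusted p = 0.693). Adjusted over the list alone, 1 gene was downregulated and 1 upregulated. The median lay at percentile 99.4 of random lists of the same brightness. It lay at percentile 81.29 with marked spots kept and 73.35 after quantile normalization. When marked spots were kept, 52 genes were tested, 13.5% were downregulated (Fisher's exact test, adjusted p = 0.358), and the median was -0.18 (limma's camera, adjusted p = 0.248). Leaving out the third KO mouse gave 23.5% (Fisher's exact test, adjusted p = 0.0235). The share downregulated fell below that of all genes after quantile normalization (10%), after scaling to the median of detected probes (12.5%) and in the authors' processed values (10.5%). The median was -0.04 in the processed values, where camera gave the direction as up.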

Of interest, glycolysis was also among the enriched KEGG pathway terms (Figure 5A). It is worth noting that glycolysis can compensate for the loss of mitochondrial ATP production due to heat-generating mitochondrial uncoupling in response to cold exposure 36. 

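Figure 5B shows 23 genes of the glycolytic pathway. Of these, 21 were tested, and 14 of the 21 had a lower mean in KO mice, with a median log2 difference of -0.25. At an unadjusted p under 0.05 from limma, 4 were downregulated and none upregulated. None passed the threshold after adjustment over all genes. Adjusted over the list alone, 4 were downregulated, which is not independent evidence because the study picked the genes on these samples.

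*Acss2* had a scaled log2 signal of 3.16 ± 0.52 (SD, n = 3) in WT mice and 2.11 ± 0.12 (SD, n = 3) in KO mice (standard error of the difference 0.26, adjusted p = 0.123 from limma with Benjamini-Hochberg adjustment). *Pfkl* was at 2.86 ± 0.23 and 2.22 ± 0.21 (log2 difference -0.64, standard error 0.18, adjusted p = 0.146). *Aldh4a1* was at 3.54 ± 0.08 and 2.92 ± 0.20 (-0.62, standard error 0.15, adjusted p = 0.117). *Aldh2* was at -1.43 ± 0.17 and -2.04 ± 0.14 (standard error 0.15, adjusted p = 0.123). On brighter *Aldh2* probes that marked spots otherwise removed, the log2 difference was -0.36 and -0.29, neither at an unadjusted p under 0.05. In these 4 genes each KO mouse was lower than each WT mouse. *Pfkp* (-0.45), *Eno1* (-0.53), *Gpi1* (-0.47), *Pkm* (-0.42), *Hk1* (-0.39) and *Eno1b* (-0.39) were lower without passing the unadjusted threshold, and for *Pfkp* and *Eno1* only 2 mice per group had unmarked values. *Pgm2* was higher in KO mice, by 0.43 on the log2 scale (standard error 0.18). *Pgm1*, to which the name *Pgm2* of the figure could also refer, was at -0.61 (standard error 0.13, adjusted p = 0.0918). *Hk3* (0.12), *Aldh7a1* (0.07), *Adh4* (0.06), *Minpp1* (0.04), *Eno2* (0.01) and *Aldh9a1* (0.01) were close to 0, and each was below 0 under at least 1 alternative.

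After quantile normalization, 19 of the 21 genes were below 0, with the same genes tested. The authors' processed values lack *Pgm2* and hold *Dlat*, and 20 of 21 were below 0. Of the 20 genes tested both ways, 19 were below 0 there. With the row of the slide as a block 1 of 18 genes was downregulated, and without the third KO mouse 7 of 18. Keeping the marked spots, all 23 genes were tested, 18 were below 0, 6 were downregulated and 1 upregulated.

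**Figure D3:**
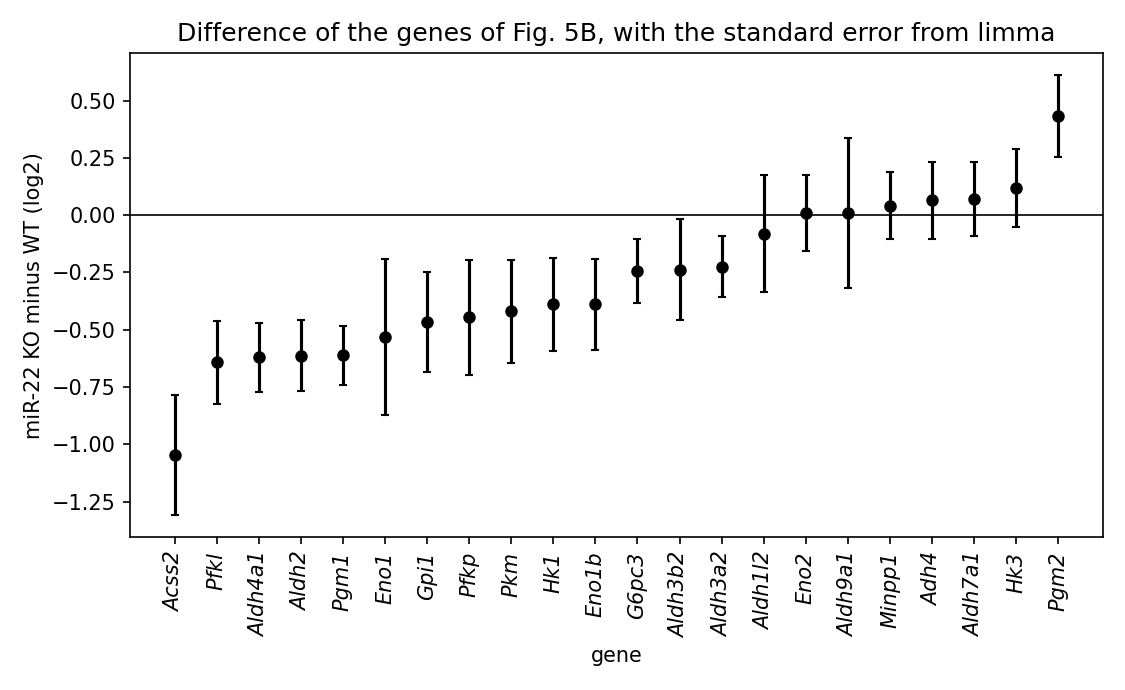
Log2 difference between miR-22 KO and WT mice (points) with its standard error from limma (bars) for each tested gene of Figure 5B in BAT, with both *Pgm1* and *Pgm2*. The differences run from -1.05 for *Acss2* to 0.43 for *Pgm2*.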

An array of genes involved in the glycolytic pathway was downregulated in miR-22 KO mice (Figure 5B). The levels of *Hk2*, *Gpi*, *Pfkl*, *Pfkp*,* Fbp2* and *Gyk* were selectively confirmed by qRT-PCR analyses (Figure 5C). Furthermore, we employed a Seahorse XF analyzer (Agilent Technologies) to measure the ECAR as an index of glycolytic activity. The ECAR of BAT isolated from miR-22 KO mice was significantly lower than that of BAT isolated from WT mice (Figure 5D). Collectively, these data indicate that the glycolytic activity is suppressed in BAT in response to miR-22 deficiency. Furthermore, an inhibitory effect on the glycolytic activity was also found in adipocyte-specific miR-22 AKO and miR-22 BKO mice (Figure S7C-E), suggesting that miR-22 has a BAT specific function.

In line with the *in vivo* findings, differentiated SVF from brown preadipocytes with inhibitor-mediated knockdown of miR-22 also exhibited reduced expression levels of genes involved in glycolysis (Figure 5E). Decreases in ECAR were also found in differentiated miR-22 KO SVF cells, as evidenced by reductions in the basal glycolytic capacity and maximum glycolytic capacity (Figure 5F). Conversely, the glycolytic genes and ECAR were increased upon miR-22 overexpression (Figure 5G-5I). Taken together, these data demonstrate that miR-22 promotes glycolytic activity in BAT.

### miR-22 promotes thermogenesis and glycolysis by directly suppressing *Hif1an*

To understand how miR-22 regulates thermogenesis and glycolysis, we analyzed miR-22 binding sites in the 3'UTRs of transcripts encoding inhibitors of the glycolytic pathway using TargetScan algorithms. We found that the 3'UTR of the *Hif1an* transcript includes miR-22 binding sites (Figure 6A). As an asparagine hydroxylase, Hif1an can hydroxylate hypoxia-inducible factor 1a (Hif1α) to suppress its transcriptional activity, while Hif1α is a critical regulator of glycolysis 37-39. The expression levels of thermogenic and glycolytic genes in brown fat decreased upon Hif1α knockdown (Figure S8A). Moreover, the Hif1an-knockout mice exhibited increased Ucp1 expression and elevated EE 40. To determine whether *Hif1an* is a direct miR-22 target, we quantified the expression levels of *Hif1an* in BAT from miR-22 KO mice. *Hif1an* was markedly upregulated in BAT from miR-22 KO mice at both the mRNA (Figure 6B) and protein levels (Figure 6C), as well as in primary SVF-derived differentiated precursors from miR-22 KO mice (day 6) (Figure 6D). Upregulation of Hif1an was also observed in BAT from miR-22 AKO mice (Figure 6E), and upregulation of Hif1an was further confirmed by immunofluorescence (Figure 6F). We also observed that the protein levels of Hif1α were decreased both in BAT from both global and adipocyte-specific miR-22-knockout mice (Figure 6C and 6E). An *in vitro* assay showed that *Hif1an* was markedly upregulated in response to miR-22 inhibitor treatment (Figure 6G-H), while the glycolytic activity was suppressed (Figure 5E). Conversely, *Hif1an* was downregulated upon miR-22 mimics treatment (Figure 6I-J). Furthermore, 3'UTR-luciferase reporter assays revealed that miR-22 mimics significantly repressed WT *Hif1an* 3'UTR activity, while mutation of the miR-22 3'UTR binding site in these constructs abrogated this repression (Figure 6K).

Next, we asked whether *Hif1an* functionally mediates the observed biological function of miR-22. Using a mature brown adipocyte transfection technique 28, we knocked down *Hif1an* in differentiated miR-22 KO SVF cells with siRNA. The inhibition of *Hif1an* significantly rescued the expression levels of the brown fat thermogenic and glycolytic genes (Figure 6L), and the decrease in OCR and ECAR induced by miR-22 deficiency was also rescued by Hif1an knockdown (Figure 6M-6N and Figure S8B-C), suggesting *Hif1an* as a functional target of miR-22. Together, these findings demonstrate that miR-22 promotes thermogenesis and glycolytic activity in BAT by directly suppressing *Hif1an*.

### miR-22 activates mTORC1 signaling in BAT

Previous studies have indicated that mTORC1 is activated in brown adipocytes, functioning in both BAT thermogenesis and glycolytic activity 13. 

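Of a list of 102 genes of mTOR signaling, 88 were tested on the arrays of BAT from WT and miR-22 KO mice. At an unadjusted p under 0.05 from limma, 11 (12.5%) were downregulated and 8 upregulated (one-sided Fisher's exact test, adjusted p = 0.301 over the 6 lists). The median log2 difference was -0.12 and the mean -0.07, and 58 of the 88 genes were below 0 (limma's camera, adjusted p = 0.122). With limma's fry the adjusted p was 0.446. None of the members passed the threshold adjusted over the list alone or over all genes. Random lists of genes of the same brightness put the median at percentile 16.4. With marked spots kept, 100 genes were tested and 18% were downregulated (Fisher's exact test, adjusted p = 0.0402), with a median of -0.13 (limma's camera, adjusted p = 0.0327) at percentile 32.4 of random lists. When quantile normalization was added, the adjusted p was 0.308 for the share (Fisher's exact test) and 0.259 for the median (limma's camera). With the methods' t-test behind the calls, 20.5% of the 88 genes were downregulated (Fisher's exact test, adjusted p = 0.00681). The share was below that of all genes in the authors' processed values (11.0%) and with the row of the slide as a block (1.47%). Without the first KO mouse it was 4.598%, and without the second 5.06%.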

Strikingly, the mTOR signaling pathway was among the enriched KEGG pathway terms (Figure 5A). We thus examined the status of mTORC1 signaling. mTORC1 activity was reduced in BAT from miR-22 KO mice, as evidenced by reductions in the pS6 and p-4ebp1 levels (indicators of mTORC1 activity) (Figure 7A-B). Consistently, the phosphorylation levels of S6, 4ebp1, S6k, and Akt-T308 in BAT from miR-22 KO mice were significantly downregulated compared with that from WT mice, while the phosphorylation levels of Akt-S473 were upregulated (Figure 7C). Compromised mTORC1 activity was also found in BAT from miR-22 AKO mice and in differentiated primary brown adipocytes from miR-22-KO mice (day 6) (Figure 7D-E). To test whether miR-22 can directly activate the mTORC1 pathway, we examined the effects of miR-22 alterations on the mTORC1 signaling status in differentiated primary brown adipocytes. Western blot assays showed that miR-22 inhibitor treatment decreased the protein levels of pS6 and p-4ebp1, whereas miR-22 mimics treatment increased them (Figure 7F-G). In line with this, thermogenic genes and glycolytic activity were impaired in differentiated primary adipocytes after rapamycin treatment (Figure 7H). Collectively, these results demonstrate that miR-22 activates the mTORC1 signaling pathway in BAT.

### miR-22 directly targets negative regulators of mTORC1 signaling

To understand how miR-22 regulates the mTORC1 pathways, we analyzed the miR-22 binding sites in the 3'UTRs of transcripts encoding the regulators of these pathways. The target prediction tool of TargetScan revealed that the mTORC1 pathway antagonists Tsc1 feature miR-22 binding sites (Figure 8A), suggesting that it is potential target of miR-22. *Tsc1* in BAT from miR-22 KO mice were significantly upregulated compared with that in BAT from WT mice at both the RNA and protein levels (Figure 8B-C). Upregulation of Tsc1 was also observed in BAT from miR-22 AKO mice, and in differentiated primary brown adipocytes from miR-22 KO mice (Figure 8D-E). The *Tsc1* level in differentiated primary adipocytes increased in response to miR-22 inhibitor treatment (Figure 8F). Conversely, the level of *Tsc1* decreased upon miR-22 mimics treatment (Figure 8G). Next, we validated the direct repression of target transcripts by miR-22 activity using WT-3'UTR-luciferase constructs for *Tsc1*. Mutation of the miR-22 3'UTR binding site in these constructs abrogated the observed repression (Figure 8H). In line with this finding, the expression levels of Tsc1 declined over the course of brown adipocyte differentiation, exhibiting a negative correlation with the miR-22 levels (Figure S9A). To further verify whether mTORC1 signaling mediated miR-22 function, we activated mTORC1 signaling in miR-22-KO primary brown adipocytes by inhibiting Tsc1. We found that the decrease in thermogenic and glycolytic genes caused by miR-22 deletion was rescued by inhibition of Tsc1 (Figure 8I-J and Figure S9B). Furthermore, the reductions in the OCR and ECAR induced by miR-22 deletion were also rescued by Tsc1 knockdown (Figure 8K-L and Figure S9C-D). Taken together, these findings demonstrate that miR-22 activates mTORC1 signaling by directly suppressing *Tsc1*, thereby modulating the glycolytic activity and thermogenic function of BAT.

## Discussion

In this study, we demonstrated that miR-22 promotes BAT thermogenic function by directly modulating glycolysis and thermogenic genes (Figure S10). Previous studies have identified several miRNAs, including miR-133, miR-155, miR-455 and miR-378, as regulators of BAT thermogenesis 21, 41-43. This work adds miR-22 as a novel regulator, further suggesting the importance of miRNAs in BAT thermogenesis. Interestingly, almost all previously reported miRNAs regulate BAT thermogenic function by modulating BAT differentiation, while miR-22 directly modulates glycolysis and thermogenic genes. It appears that miRNAs can regulate BAT thermogenic function in distinct ways.

In this study, no significant changes in serum biochemical indices or metabolic cage parameters were found between Ctrl and AKO mice, although significant alterations were observed in constitutive KO mice. This could be explained by the fact that metabolic changes found in constitutive KO mice could be caused by miR-22 deletion in tissues other than adipose tissues, and that no significant alteration in AKO mice is compensated by other metabolism-relevant tissues. Indeed, it has been reported that miR-22 promotes lipid metabolism in skeletal muscles 44, and that elevated hepatic miR-22-3p expression impairs gluconeogenesis by silencing the Wnt-responsive transcription factor tcf7 45. It appears that miR-22 is extensively important in metabolism-relevant organs. Future studies on the role of miR-22 in other organs will be merited.

The mTORC1 pathway is a well-known engine of anabolic metabolism in different types of cells 46. Here, we demonstrated that miR-22 regulates BAT thermogenesis by directly activating the mTORC1 signaling pathway. In line with our findings, previous studies have shown that mice with mTORC1 impairment mediated by either adipocyte-specific deletion of Raptor or pharmacological inhibition (rapamycin treatment) are cold intolerant, as such impairment blocks the expression of thermogenic genes and the expansion of beige adipocytes in WAT 14, 15. It has been demonstrated that mTORC1 is dispensable for brown adipocyte terminal differentiation 47, 48. Consistently, miR-22 does not affect the differentiation of brown fat progenitor cells. However, miR-22 is critical for activating the brown-specific thermogenic program in BAT. Thus, we have identified miR-22 as an important regulator of the mTORC1 signaling pathway in adipocytes that mediates cold exposure-induced heat energy production.

Another striking finding was that miR-22 enhanced BAT thermogenesis by modulating glycolysis via direct regulation of Hif1an. Consistent with our findings, inhibition of glycolysis in BAT has been found to result in thermogenesis failure in mice and to increase mouse sensitivity to cold exposure 9, 49. The miR-22 target gene Hif1an is an inhibitor of Hif1α, which is a critical regulator of glycolysis 50. Knockdown of Hif1α diminishes glycolytic capacity, glucose uptake, lactate secretion and β-adrenaline-stimulated oxygen consumption in brown adipocytes 39, while the loss of Hif1an leads to increased Ucp1 expression and elevated EE 40, supporting the notion that miR-22 enhances BAT thermogenesis by regulating glycolysis. Interestingly, miR-22-induced mTORC1 activity also increases glycolytic flux by indirectly activating the transcription and translation of HIF1α 11. In agreement with this result, the glycolytic activity is impaired in differentiated primary adipocytes in response to rapamycin treatment. In summary, we propose a model in which miR-22 functions as an important cell-intrinsic modulator of glycolysis in BAT via two distinct pathways, the mTORC1 and Hif1an pathways.

Given that improvement of BAT thermogenic capacity might benefit systemic metabolic homeostasis, we hypothesized that miR-22 deletion in adipocytes sensitizes mice to metabolic damage promoted by a HFD. However, the deletion of miR-22 in adipocytes does not predispose HFD-fed mice to systemic metabolic dysregulation. In contrast, glucose tolerance and insulin sensitivity were increased in both global and adipocyte-specific miR-22 KO mouse models. Our results are agreement with recent evidence from studies on several adipose-specific KO mouse models, such as lysine-specific demethylase 1 (Lsd1) 51, adipose triglyceride lipase (ATGL) 52, and mitofusin2 (Mfn2) 53, 54 adipose-specific KO mouse models, all of which revealed impaired thermogenesis in BAT but resistance to HFD-induced insulin resistance. Recent studies have shown that miR-22-3p antagonism improves insulin sensitivity and that loss of miR-22 prevents HFD-induced metabolic disorders 45, 55. One explanation could be that miR-22-deficient adipocytes might secrete some signaling molecules that potentially activate energy expenditure in other metabolic organs, such as the liver and muscle 56, 57. Indeed, fibroblast growth factor 21 (FGF21) is a master metabolic regulator that serves as an important paracrine signaling molecule with remarkable ability to reverse diabetes and obesity 58. The levels of miR-22 are inversely correlated with those of FGF21 and FGFR1 in human and mouse fatty livers, and miR-22 inhibition reduces hepatic steatosis via FGF21 and FGFR1 induction 59. In addition, brown adipose tissue is a source of systemic FGF21 60. Thus, the indirect negative regulation of FGF21 by miR-22 could cause insulin resistance. In agreement with this idea, we found that hepatic fat accumulation is decreased in both global and adipocyte-specific miR-22-KO mice upon HFD feeding. Thus, the miR-22 KO mice phenotype against HFD-induced insulin resistance might result from systemic metabolism compensation in other organs.

## Conclusion

In summary, using global and conditional miR-22 KO mouse models, we found that miR-22 deficiency led to suppressed thermogenic gene expression in BAT, BAT whitening, decreased EE and impaired cold adaptation. Mechanistically, miR-22 directly targets *Tsc1* to activate the mTORC1 signaling pathway and concomitantly directly suppresses *Hif1an*, an inhibitor of Hif1α, to promote glycolysis and maintain thermogenesis.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
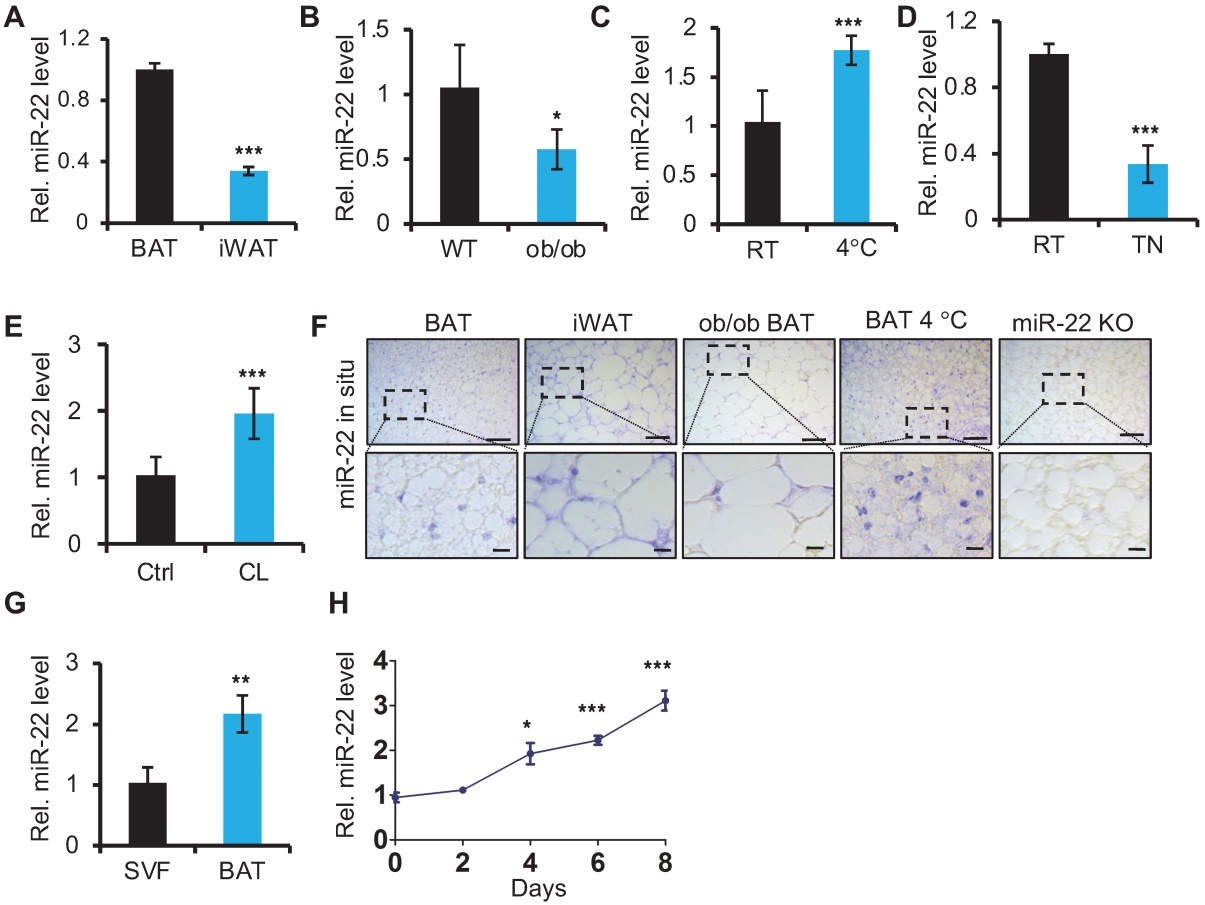
miR-22 is highly expressed in brown fat and is upregulated upon cold exposure or during differentiation. (A) qRT-PCR analysis for miR-22 in BAT and iWAT from 8-week-old mice. n = 3 biological replicates. (B) qRT-PCR analysis for miR-22 in BAT of WT and ob/ob mice. n = 3 biological replicates. (C) qRT-PCR analysis for miR-22 in BAT from mice at room temperature (RT) and after exposure to 4 °C for 24 H. n = 3 biological replicates. (D) qRT-PCR analysis for miR-22 in BAT from mice at RT and thermoneutrality (TN). (E) qRT-PCR analysis for miR-22 in BAT in response to CL (CL316,243) injection (1 mg/kg, 6 H). n = 3 biological replicates. (F) *In situ* hybridization for miR-22 at indicated conditions. Top panel, representative low-magnification images (scale bar: 50 µm); bottom panels, high-magnification images of the areas indicated by the dashed boxes in the top panel images (scale bar: 10 µm). miR-22 KO BAT was used as a negative control. (G) qRT-PCR analysis for miR-22 in SVF and mature adipocytes isolated from the BAT of 8-week-old WT mice. (H) qRT-PCR analysis for miR-22 in brown preadipocytes during differentiation. *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student's *t*-test).

**Figure 2:**
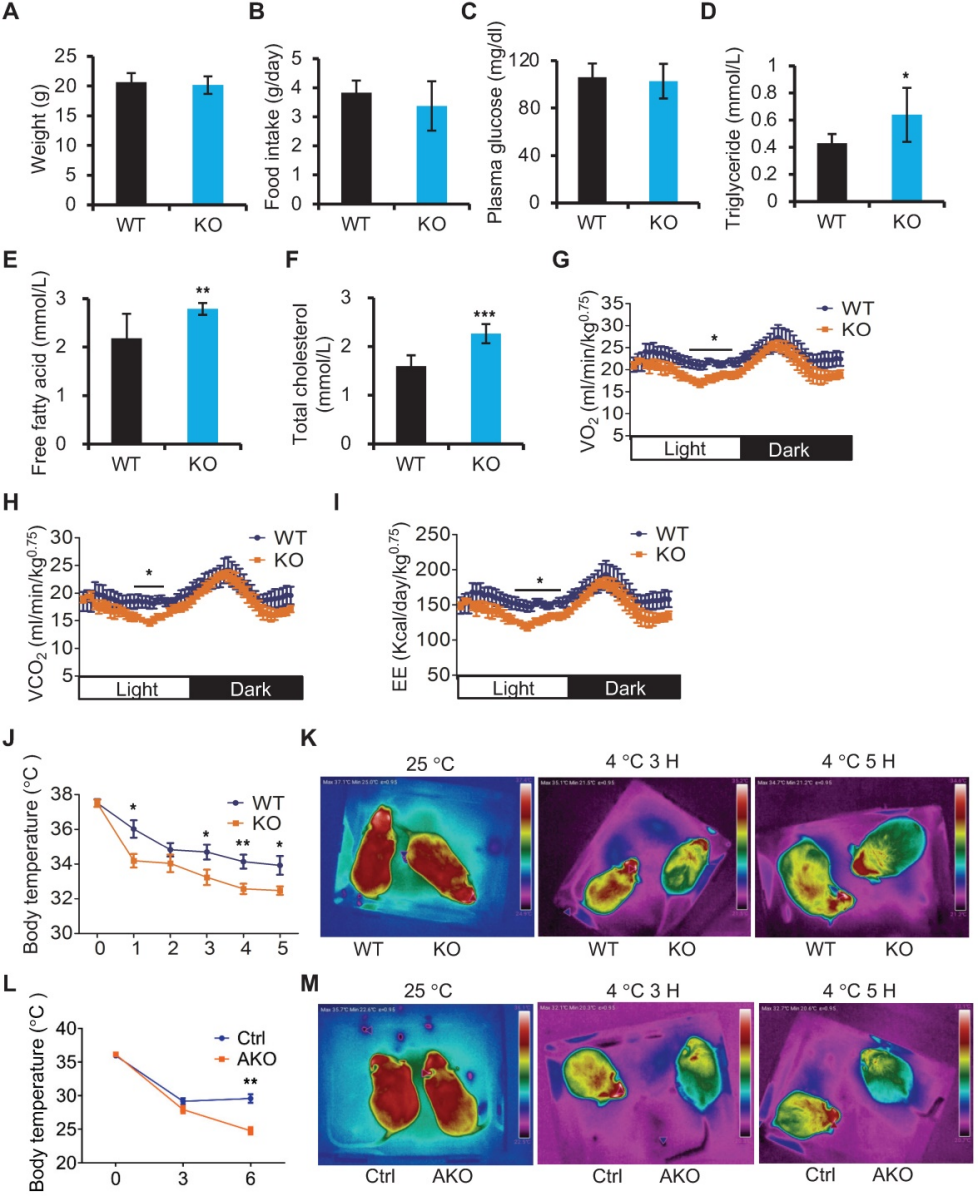
miR-22 is required for acute BAT-mediated thermogenesis. (A) Body weights of WT (n = 10) and KO (n = 10) male mice at the age of 12 weeks. (B) Food intake of WT (n = 10) and KO (n = 10) male mice at the age of 12 weeks. (C-F) The levels of Glucose (C), triglyceride (TAG) (D), free fatty acid (E), and total cholesterol (F) in the serum from WT (n = 8) and KO (n = 8) male mice at the age of 10 weeks under 16-hour fasted conditions. (G-I) Indirect calorimetry analysis of oxygen consumption (VO_2_) (G), exhaled carbon dioxide (VCO_2_) (H), and EE (I) in WT (n = 8) and KO (n = 8) male mice at the age of 10 weeks. (J) Quantification of core body temperatures of miR-22 KO mice (n = 8) and their littermate controls (n = 8) at different time points after exposure to 4 °C. The mice were treated with food and water deprivation after cold exposure. (K) Representative thermal images of miR-22 KO mice (n = 3) and their littermate controls (n = 3) at the indicated conditions. (L) Quantification of core body temperatures of miR-22 AKO mice (n = 10) and their littermate controls (n = 10) at different time points after exposure to 4 °C. The mice were treated with food and water deprivation after cold exposure. (M) Representative thermal images of miR-22 AKO mice (n = 3) and their littermate controls (n = 3) at the indicated conditions. *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student's *t*-test). Data are represented as the means ± SEMs (G-I) and others as the means ± SDs. AKO: adipocyte-specific miR-22 knockout mice, *Adipoq-Cre*; *miR-22^f/f^*.

**Figure 3:**
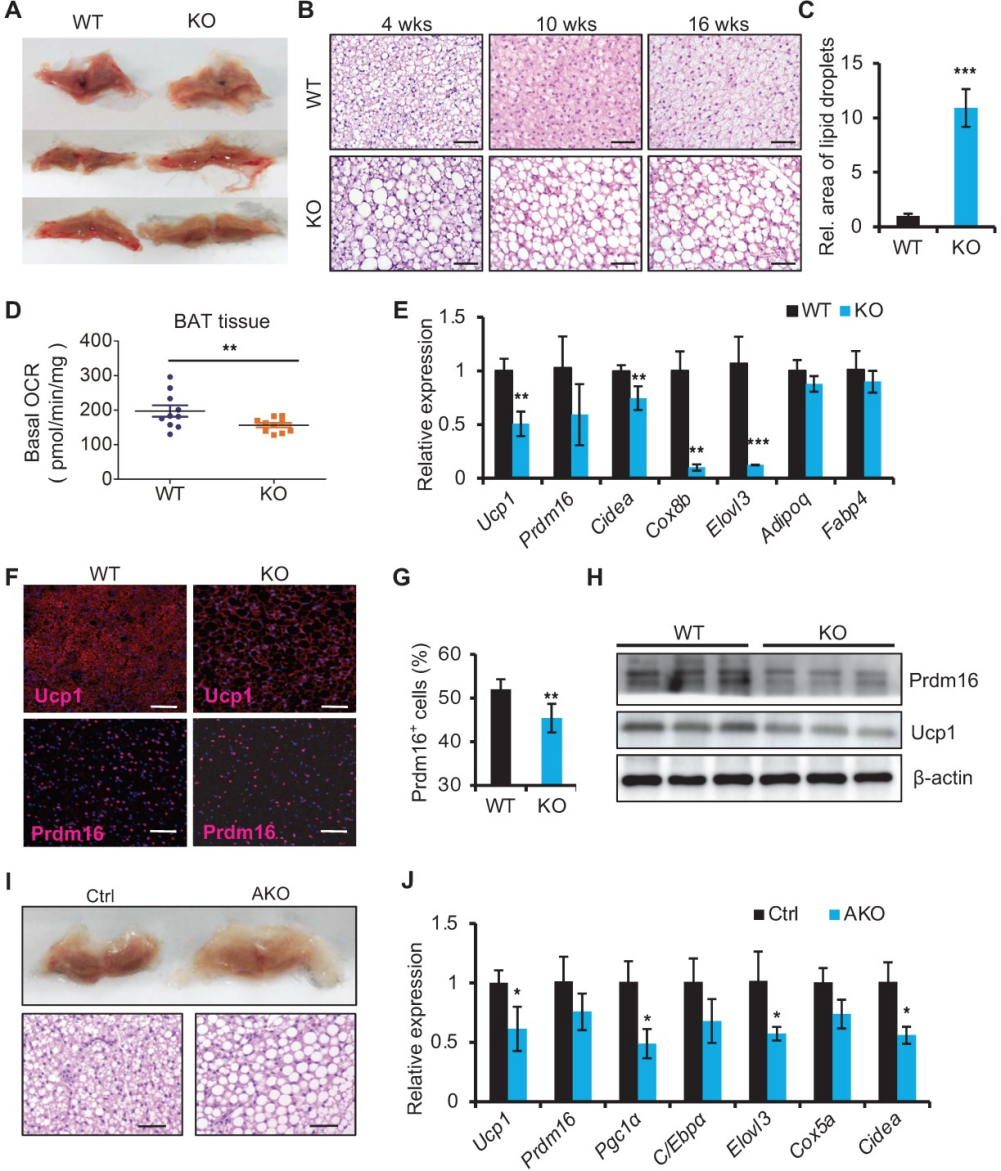
Whitening of BAT in miR-22 KO mice. (A) Macroscopic view of BAT miR-22 KO mice and their littermate controls at the age of 10 weeks. (B) Histological images of BAT from miR-22 KO mice and their littermate controls at the indicated time points. n = 5 for each timepoints. Scale bar: 50 µm. (C) Relative sizes of the lipid droplets from miR-22 KO mice and their littermate controls at the age of 10 weeks. n = 3 biological replicates. (D) O_2_ consumption of isolated BAT from WT and miR-22 KO mice. n = 10 biological replicates. (E) qRT-PCR analysis for BAT-selective and pan-adipocyte genes in BAT from miR-22 KO mice and their littermate controls. n = 3 biological replicates. (F) Immunofluorescence of Ucp1 and Prdm16 in BAT from miR-22 KO mice and their littermate controls. n = 3 biological replicates. Scale bar: 50 µm. (G) Quantification of Prdm16^+^ cells in Panel F. (H) Western blots for Ucp1 and Prdm16 in BAT from WT and miR-22 KO mice. β-actin was used as a loading control. (I) Macroscopic and histological images of control and miR-22 AKO mice BAT at the age of 10 weeks. n = 3 biological replicates. Scale bar: 50 µm. (J) qRT-PCR analysis for BAT-selective genes in BAT from control and miR-22 AKO mice at the age of 10 weeks. n = 3 biological replicates. *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student's *t*-test).

**Figure 4:**
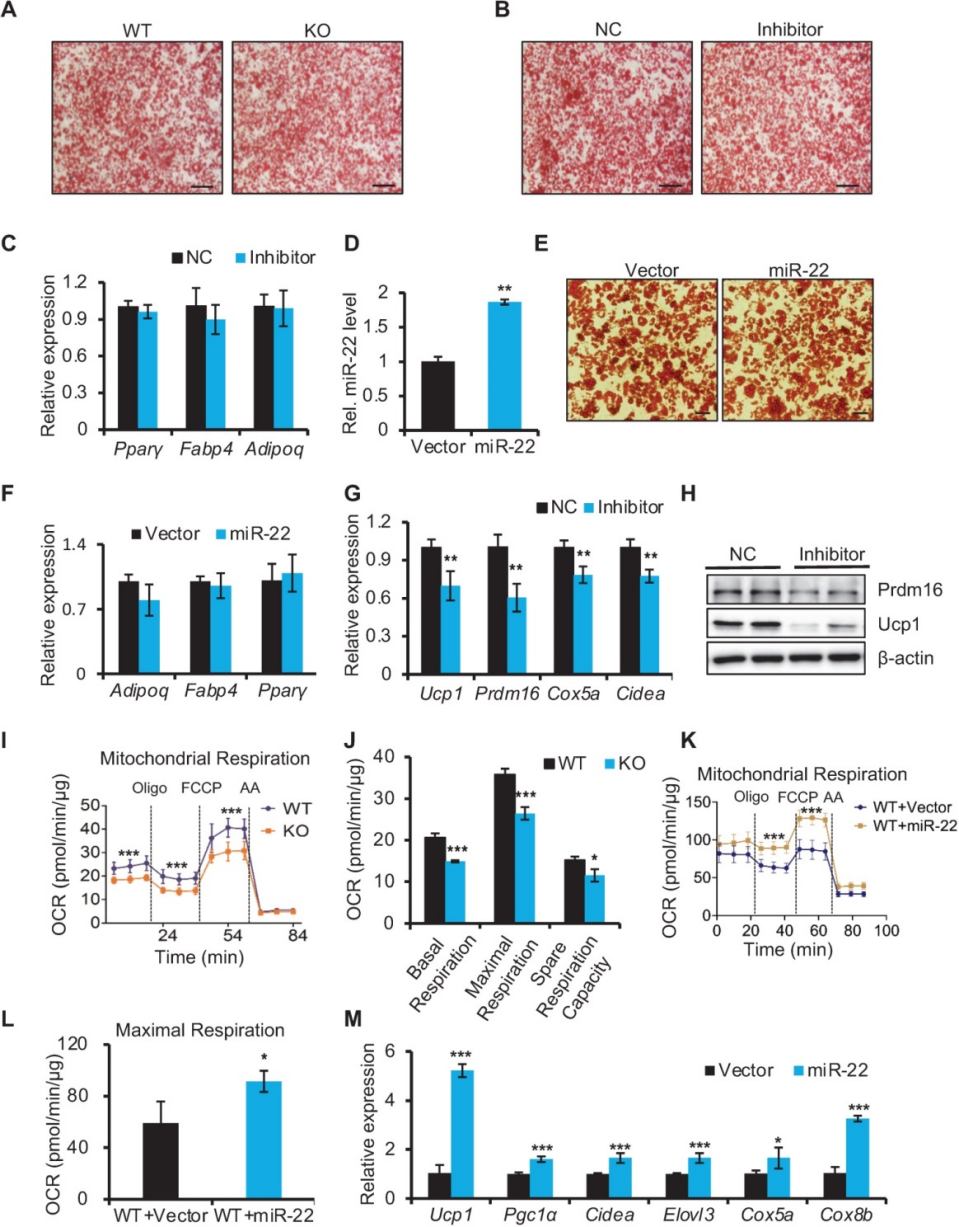
miR-22 is required for activation of the BAT-selective gene program *in vitro*. (A-B) Oil red O staining of differentiated primary brown adipocytes (day 6) from WT and miR-22 KO mice (A), or primary brown adipocytes treated with scramble RNA and miR-22 inhibitor (B). Scale bar: 200 µm. (C) qRT-PCR analysis for pan-adipocyte genes in differentiated primary brown adipocytes upon miR-22 inhibitor treatment. n = 3 technical replicates. (D) qRT-PCR analysis for miR-22 in primary brown adipocytes (differentiated for 6 days) upon miR-22 overexpression by lentiviral transduction. n = 4 technical replicates. (E) Oil red O staining of differentiated primary brown adipocytes (day 6) upon miR-22 overexpression. Scale bar: 50 µm. (F) qRT-PCR analysis for pan-adipocyte genes in primary brown adipocytes (differentiated for 6 days) upon miR-22 overexpression by lentiviral transduction. n = 4 technical replicates. (G) qRT-PCR analysis for BAT-selective genes in differentiated primary brown adipocytes upon miR-22 inhibitor treatment. n = 3 technical replicates. (H) Western blots for Ucp1 and Prdm16 in differentiated primary brown adipocytes upon miR-22 inhibitor treatment. β-actin was used as a loading control. (I-J) OCR in WT and miR-22 KO differentiated primary brown adipocytes (day 6). Oligomycin (oligo), FCCP and rotenone/antimycin A (AA) were added at the time points indicated by the dashed lines. (K-L) OCR in differentiated primary brown adipocytes (day 6) upon miR-22 overexpression. (M) qRT-PCR analysis for BAT-selective genes in primary brown adipocytes (differentiated for 6 days) upon miR-22 overexpression by lentiviral transduction. n = 4 technical replicates. *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student's *t*-test). Data are represented as the means ± SDs.

**Figure 5:**
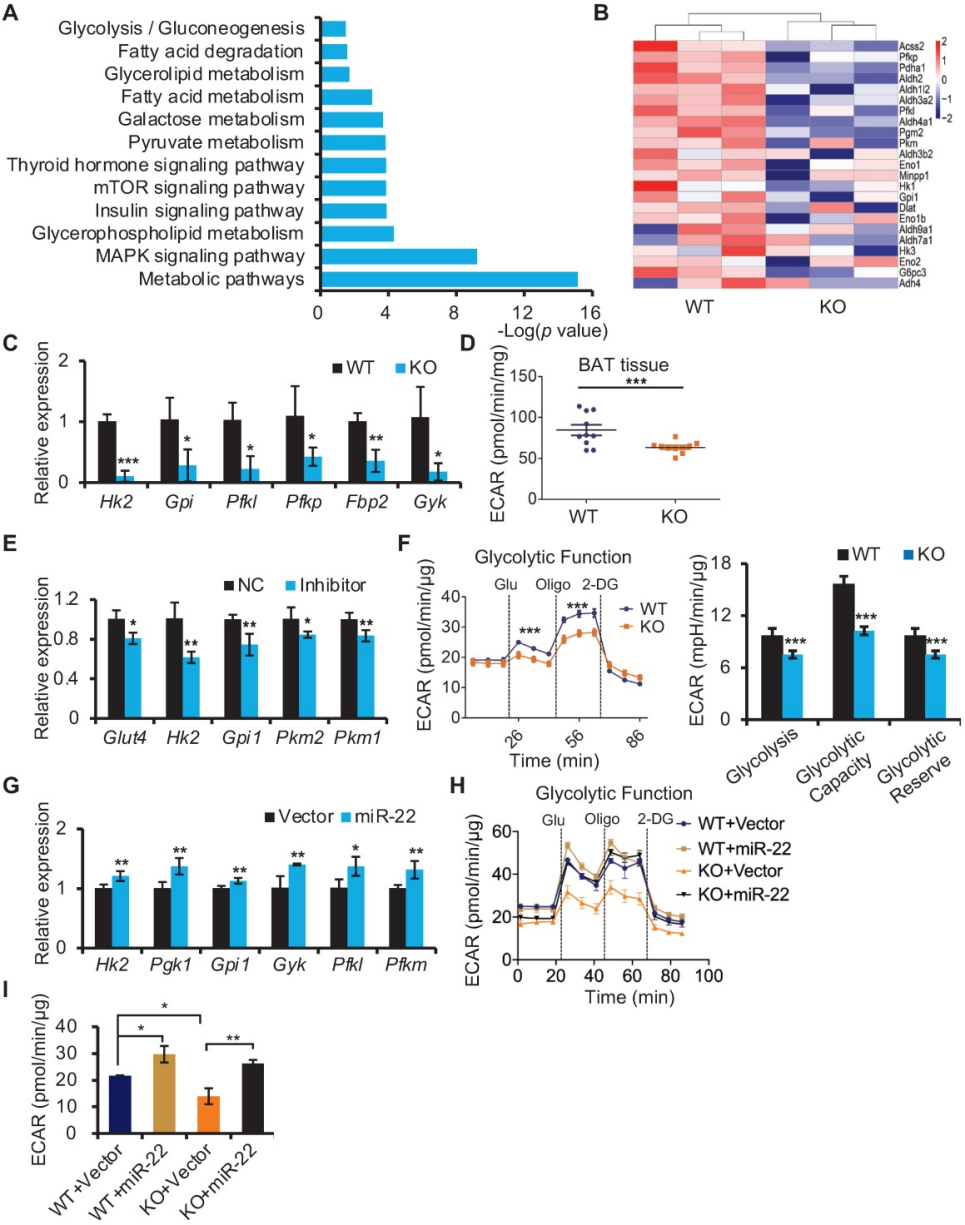
miR-22 promotes glycolysis in BAT. (A) KEGG pathway analysis of the downregulated genes between miR-22 KO mice and their littermate controls. n =3 biological replicates. (B) Heatmaps showing differentially expressed genes involved in glycolysis. (C) qRT-PCR analysis for the indicated glycolytic genes in BAT from WT and miR-22 KO mice. n = 3 biological replicates. (D) ECAR of BAT isolated from WT and miR-22 KO mice (n = 10). (E) qRT-PCR analysis for the indicated glycolytic genes in differentiated primary brown adipocytes in response to miR-22 inhibitor (day 6). n = 3 technical replicates. (F) ECAR in WT and miR-22 KO differentiated primary brown adipocytes (day 6), Glucose, Oligomycin (oligo) and 2-DG were added at the time points indicated by the dashed lines. (G) qRT-PCR analysis for the indicated glycolytic genes in primary brown adipocytes (differentiated for 6 days) upon miR-22 overexpressed by lentiviral transduction. n = 4 technical replicates. (H-I) ECAR in WT and miR-22 KO differentiated primary brown adipocytes (day 6) after miR-22 overexpression. *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student's *t*-test). Data are represented as the means ± SEMs (F and G) and others as the means ± SDs.

**Figure 6:**
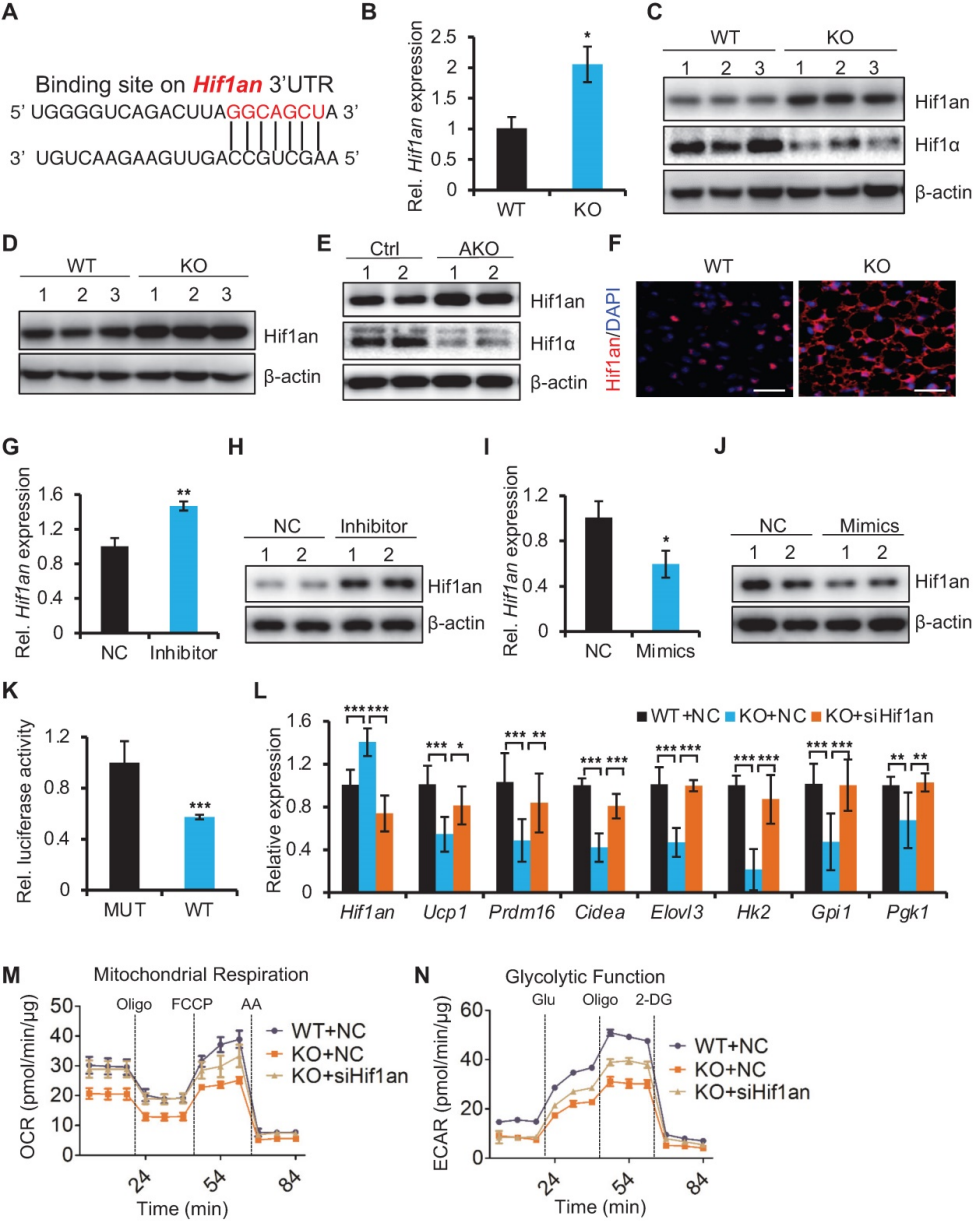
miR-22 promotes thermogenesis and glycolysis by directly suppressing Hif1an. (A) The miR-22 binding site on the *Hif1an* 3'UTR. (B) qRT-PCR analysis for *Hif1an* in BAT from WT and miR-22 KO mice. n = 3 biological replicates. (C) Western blots of Hif1an and Hif1α in BAT from WT and miR-22 KO mice. β-actin was used as a loading control. (D) Western blots of Hif1an in differentiated primary brown adipocytes (day 6). β-actin was used as a loading control. (E) Western blots of Hif1an and Hif1α in BAT from control and miR-22 AKO mice. β-actin was used as a loading control. (F) Immunofluorescence for Hif1an in BAT from WT and miR-22 KO mice Scale bar: 50 µm. (G and I) qRT-PCR analysis for *Hif1an* in differentiated primary brown adipocytes upon miR-22 inhibitor or mimics treatments. n = 3 technical replicates. (H and J) Western blots for Hif1an in differentiated primary brown adipocytes upon miR-22 inhibitor or mimics treatments. β-actin was used as a loading control. (K) Ratios of the luciferase activity of miR-22 mimics versus that of scramble RNA in WT and mutant 3'UTR constructs based on 3 independent experiments. (L) qRT-PCR analysis for the indicated genes in thermogenic and glycolytic pathways in differentiated primary brown adipocytes (day 6) upon Hif1an siRNA treatments. n = 3 technical replicates. Data were analyzed by two-way ANOVA followed by Tukey's test. (M-N) OCR (M) and ECAR (N) in differentiated primary brown adipocytes (day 6) at indicated conditions. *P < 0.05, **P < 0.01, and ***P < 0.001 (The data are analyzed by two-tailed Student's *t*-test unless specifically noted). Data are represented as the means ± SEMs (M and N) and others as the means ± SDs.

**Figure 7:**
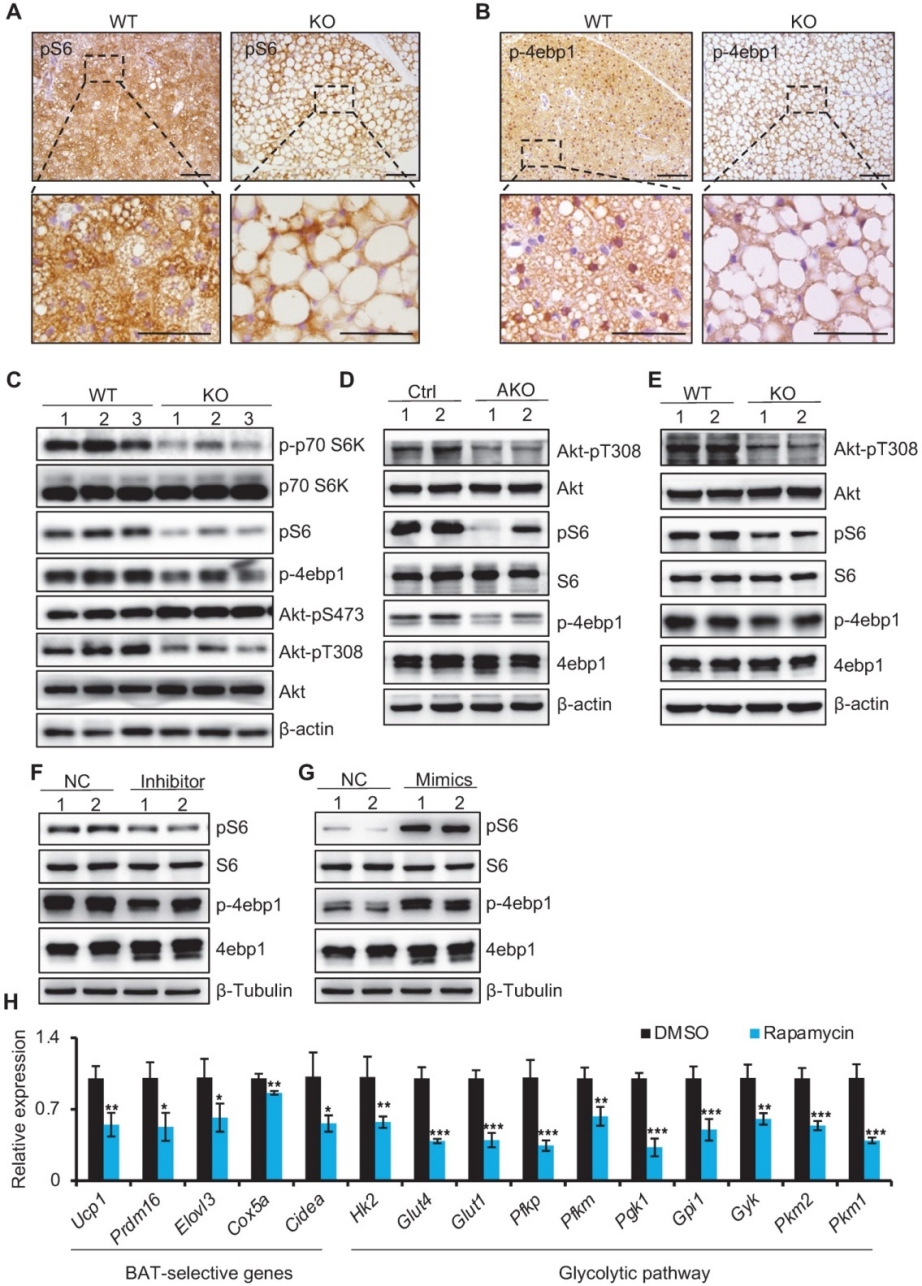
miR-22 activates mTORC1 signaling in BAT. (A-B) Immunohistochemistry for pS6 (A) and p-4ebp1 (B) in BAT from WT and miR-22 KO mice. The dashed boxes indicate the high magnification images in the bottom panels. Scale bar: 100 µm. (C) Western blots of selective proteins in mTORC1 signaling pathway in BAT from WT and miR-22 KO mice. β-actin was used as a loading control. (D) Western blots of selective proteins in mTORC1 signaling pathway in BAT from control and miR-22 AKO mice. β-actin was used as a loading control. (E) Western blots of selective proteins in mTORC1 signaling pathway in primary brown adipocytes (day 6) from WT and miR-22 KO mice. β-Tubulin was used as a loading control. (F-G) Western blots for pS6 and p-4ebp1 in differentiated primary brown adipocytes upon miR-22 inhibitor (F) or mimics (G) treatments. β-Tubulin was used as a loading control. (H) qRT-PCR analysis for the indicated genes in thermogenic and glycolytic pathways in differentiated primary brown adipocytes (day 6) upon rapamycin treatment (10 nM, 12 H). n = 3 technical replicates. *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student's *t*-test). Data are represented as the mean ± SD.

**Figure 8:**
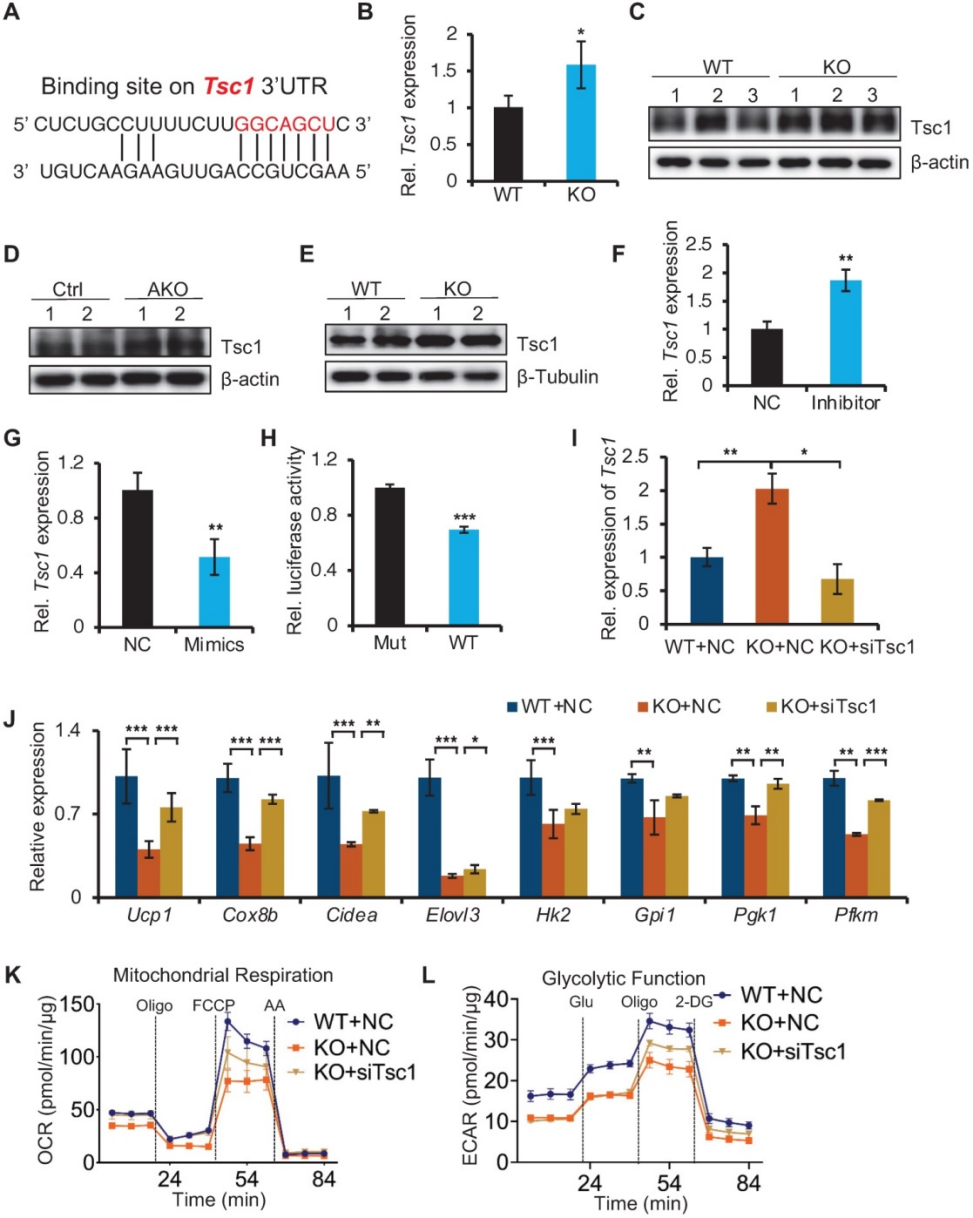
Identification of miR-22 direct targets in regulating mTORC1 signaling. (A) The miR-22 binding sites on the *Tsc1* 3'UTRs. (B) qRT-PCR analysis for *Tsc1* in BAT from WT and miR-22 KO mice. n = 3 biological replicates. (C) Western blots of Tsc1 in BAT from WT and miR-22 KO mice. β-actin was used as a loading control. (D) Western blots of Tsc1 in BAT from control and miR-22 AKO mice. β-actin was used as a loading control. (E) Western blots of Tsc1 in differentiated primary brown adipocytes (day 6) from control and miR-22 KO mice. β-Tubulin was used as a loading control. (F-G) qRT-PCR analysis for *Tsc1* in differentiated primary brown adipocytes after miR-22 inhibitor (F) or mimics (G) treatment. n = 3 technical replicates. (H) Ratios of the luciferase activity of miR-22 mimics versus that of scramble RNA in WT and mutant 3'UTR constructs based on 3 independent experiments. (I) qRT-PCR analysis for *Tsc1* in differentiated primary brown adipocytes (day 6) upon *Tsc1* siRNA treatments. n = 3 technical replicates. (J) qRT-PCR analysis for the indicated genes in thermogenic and glycolytic pathways in differentiated primary brown adipocytes (day 6) upon *Tsc1* siRNA treatments. n = 3 technical replicates. Data were analyzed by two-way ANOVA followed by Tukey's test. (K-L) OCR (K) and ECAR (L) in differentiated primary brown adipocytes (day 6) at indicated conditions. *P < 0.05, **P < 0.01, and ***P < 0.001 (The data are analyzed by two-tailed Student's *t*-test unless specifically noted). Data are represented as the means ± SEMs (K and L) and others as the means ± SDs.

# Supplementary material for: MiR-22 modulates brown adipocyte thermogenesis by synergistically activating the glycolytic and mTORC1 signaling pathways
**Source:** Theranostics. 2021 Jan 25;11(8):3607–23. doi: 10.7150/thno.50900
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

**Supplemental materials**  
**MiR-22 modulates brown adipocyte thermogenesis by synergistically**  
**activating the glycolytic and mTORC1 signaling pathways**

Pengbo Lou<sup>1#</sup>, Xueyun Bi<sup>1#</sup>, Yuhua Tian<sup>1#</sup>, Guilin Li<sup>1</sup>, Qianqian Kang<sup>1</sup>, Cong Lv<sup>1</sup>, Yongli Song<sup>1</sup>,  
Jiuzhi Xu<sup>1</sup>, Xiaole Sheng<sup>1</sup>, Xu Yang<sup>1</sup>, Ruiqi Liu<sup>1</sup>, Qingyong Meng<sup>1</sup>, Fazheng Ren<sup>2</sup>, Maksim V.  
Plikus<sup>3</sup>, Bin Liang<sup>4</sup>, Bing Zhang<sup>5\*</sup>, Huiyuan Guo<sup>2\*</sup>, Zhengquan Yu<sup>1\*</sup>

<sup>#</sup>Authors share the co-first authorship.

**Supplemental materials include 10 figures and 3 tables.**

Figure S1. miR-22 is highly expressed in brown fat and upregulated after cold treatment.

Figure S2. No changes in serum biochemical indices or metabolic cage indices were observed in miR-22 AKO mice on a chow diet at RT.

Figure S3. Whitening of BAT in miR-22 AKO and BKO mice.

Figure S4. miR-22 is required for WAT adipogenesis *in vitro*.

Figure S5. Adipose-specific miR-22 AKO mice exhibit defective browning capacity of WAT.

Figure S6. miR-22 KO mice are protected against HFD-induced insulin resistance.

Figure S7. Glycolysis is suppressed in BAT from miR-22 conditional knockout mice.

Figure S8. miR-22 promotes thermogenesis and glycolysis by directly suppressing Hif1 $\alpha$ .

Figure S9. Identification of miR-22 direct targets in regulating mTORC1 signaling.

Figure S10. The working model of miR-22 in regulating BAT thermogenesis.

Table S1. Primers used in the present study.

Table S2. siRNA or inhibitor used in the present study.

Table S3. The antibodies used in this study.

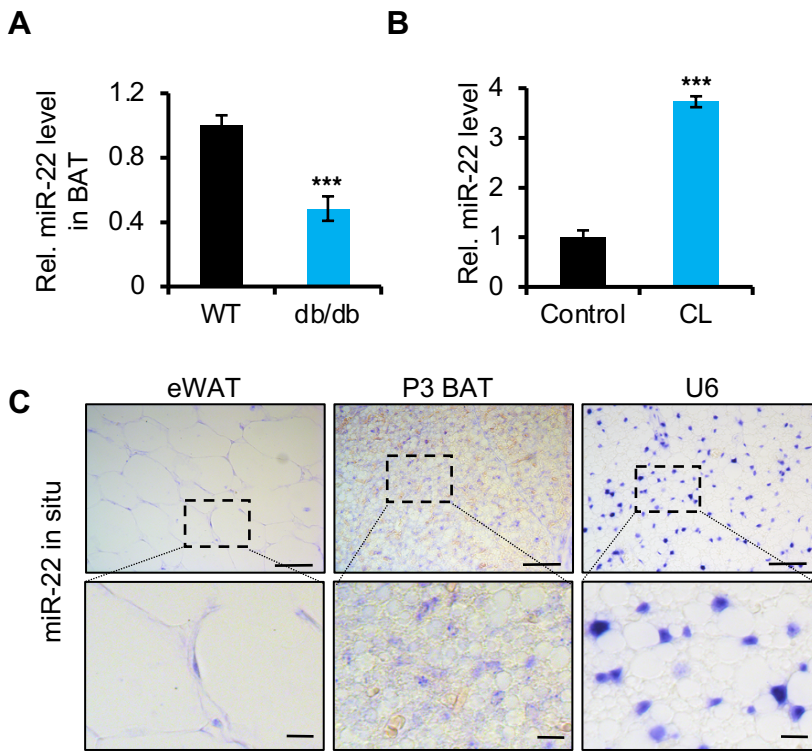

**Figure S1.** miR-22 is highly expressed in brown fat and upregulated after cold treatment. (A) qRT-PCR analysis for miR-22 in BAT of wild type and db/db mice.  $n = 3$  biological replicates. (B) qRT-PCR analysis for miR-22 in primary brown adipocytes (differentiated for 6 days) in response to CL (CL316,243) treatment (0.5  $\mu$ M, 6 H).  $n = 3$  technical replicates. (C) In situ hybridization for miR-22 at indicated conditions. Top panel, representative low magnification image (Scale bar: 50  $\mu$ m); bottom panels, high magnification images indicated by dashed boxes in top panel image (Scale bar: 10  $\mu$ m), U6 used as a positive control, eWAT: epididymal WAT. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  (two-tailed Student's  $t$ -test).

**A**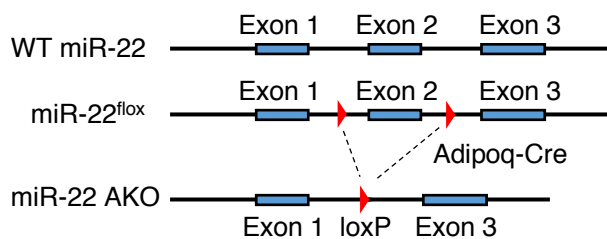**B**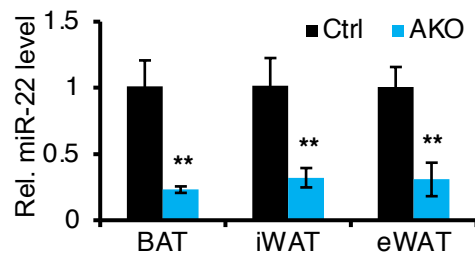**C**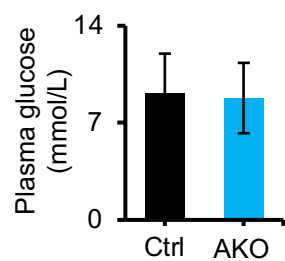**D**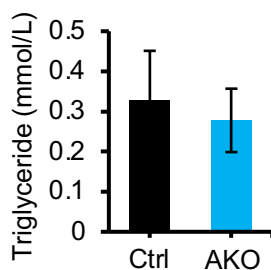**E**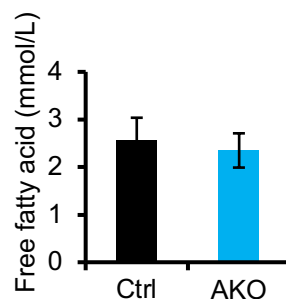**F**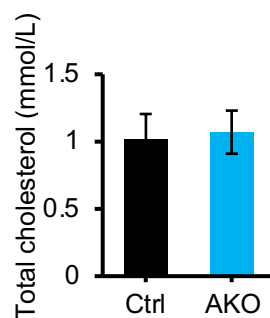**G**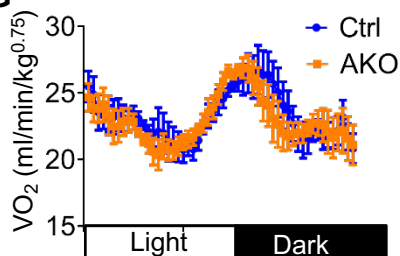**H**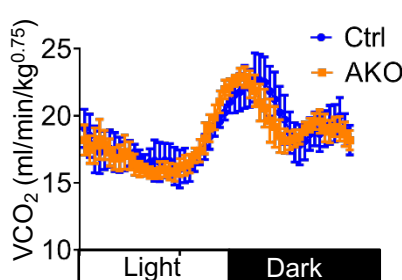**I**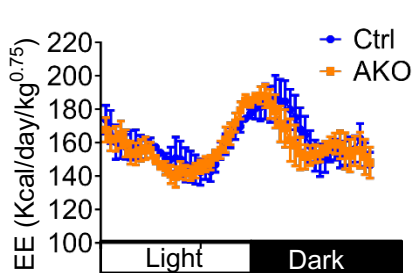**J**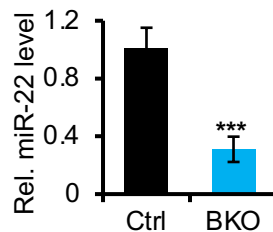**K**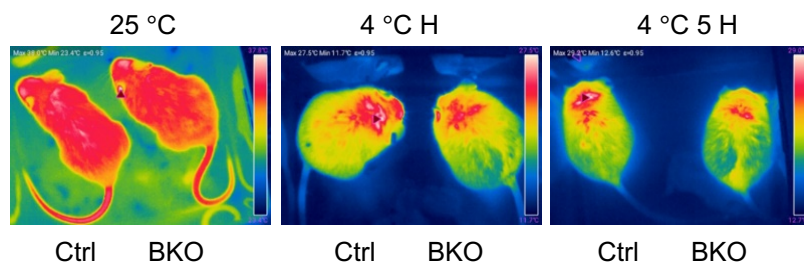

**Figure S2.** No changes in serum biochemical indices or metabolic cage indices were observed in miR-22 AKO mice on a chow diet at RT. (A) Schematics of generating miR-22 AKO mouse. (B) qRT-PCR analysis for miR-22 in BAT, iWAT and eWAT from miR-22 AKO mice and littermate controls (n = 3). (C-F) The levels of glucose (C), triglyceride (TAG) (D), free fatty acid (E) and total cholesterol (F) in the serum from Ctrl (n = 8) and AKO (n = 8) male mice under 16-hour fasted conditions. (G-I) Indirect calorimetry analysis of oxygen consumption (VO<sub>2</sub>) (G), exhaled carbon dioxide (VCO<sub>2</sub>) (H), and EE (I) in WT (n = 8) and AKO (n = 8) mice. (J) qRT-PCR analysis for miR-22 in BAT from miR-22 BKO mice and littermate controls (n = 3). (K) Representative thermal images of miR-22 BKO mice (n = 3) and their littermate controls (n = 3) at the indicated conditions. \**P* < 0.05, \*\**P* < 0.01, and \*\*\**P* < 0.001 (two-tailed Student's *t*-test). Data are represented as the means ± SEMs (G-I) and others as the means ± SDs. BKO: brown adipocyte-specific miR-22 knockout mice, *Ucp1-Cre; miR-22<sup>fl/fl</sup>*.

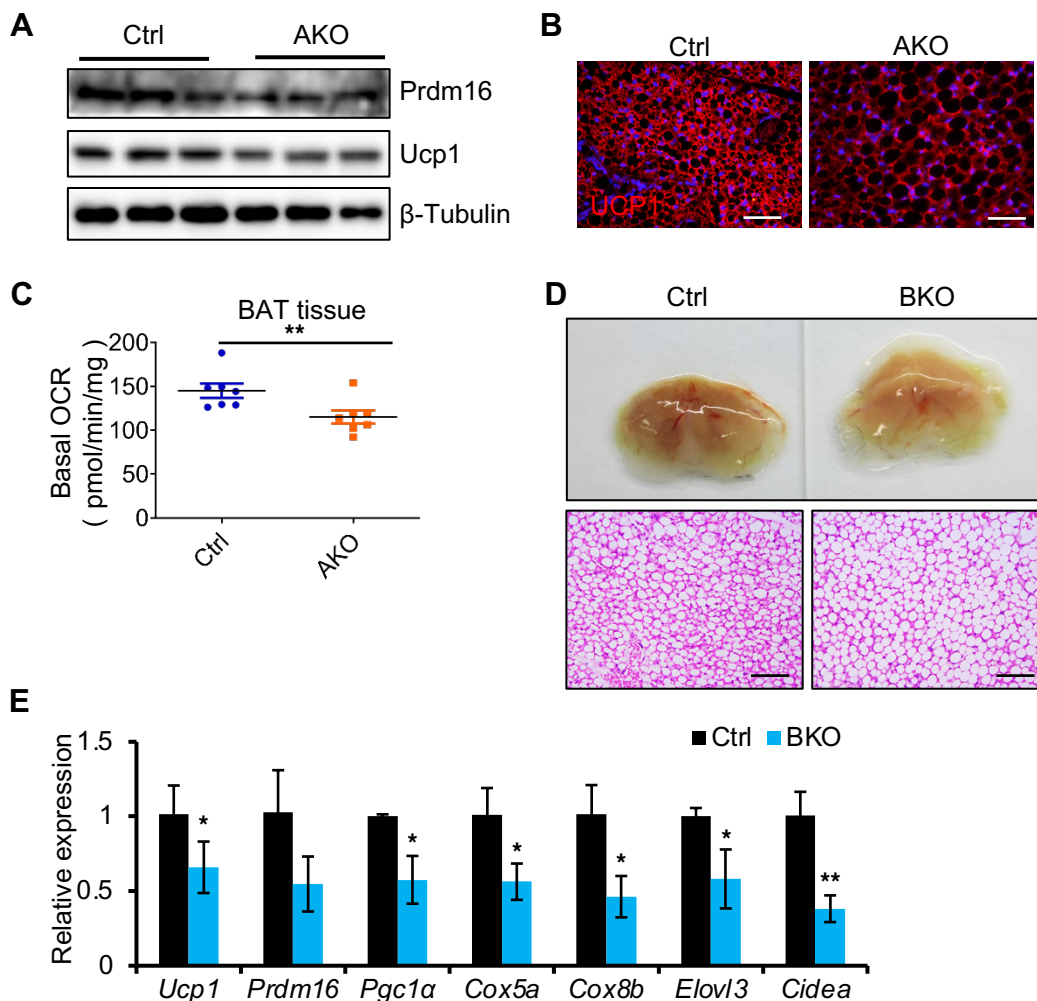

**Figure S3.** Whitening of BAT in miR-22 AKO and BKO mice. (A) Western blots for Ucp1 and Prdm16 in BAT from control and miR-22 AKO mice. β-Tubulin was used as a loading control. (B) Immunofluorescence of Ucp1 in BAT from control and miR-22 AKO mice. Scale bar: 50 μm. (C) O<sub>2</sub> consumption of isolated BAT from control and miR-22 AKO mice. n = 7 biological replicates. (D) Macroscopic and histological images of control and miR-22 BKO mice BAT at the age of 10 weeks. n = 3 biological replicates. Scale bar: 50 μm. (E) qRT-PCR analysis for BAT-selective genes in BAT from control and miR-22 BKO mice at the age of 10 weeks. n = 3 biological replicates. \**P* < 0.05, \*\**P* < 0.01, and \*\*\**P* < 0.001 (two-tailed Student's *t*-test).

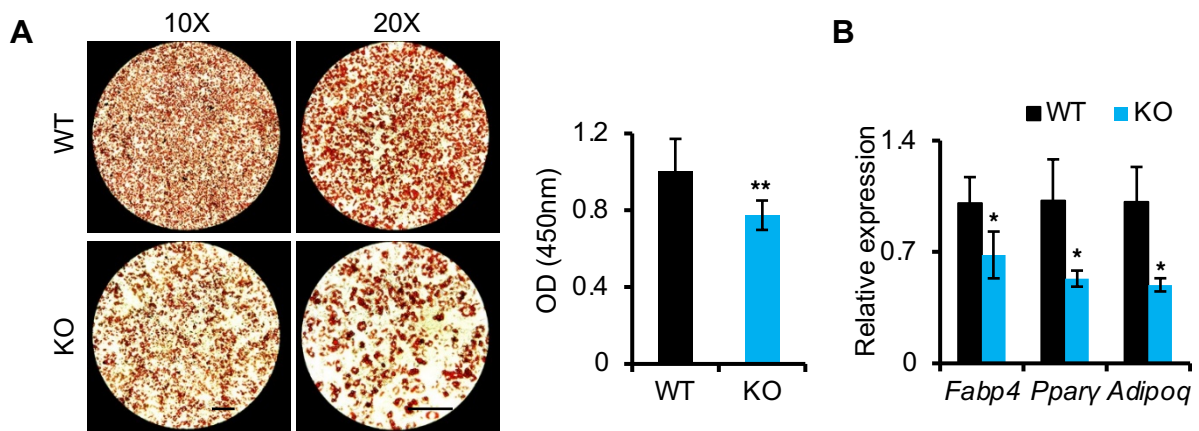

**Figure S4.** miR-22 is required for WAT adipogenesis *in vitro*. (A) Oil red O staining in differentiated primary white adipocytes (day 6) (Scale bar: 220  $\mu$ m) and quantification of Oil red O dye by spectrophotometer at 450 nm. n = 3 technical replicates. (B) qRT-PCR analysis for pan-adipocyte genes in differentiated primary white adipocytes (day 6). n = 3 technical replicates. \* $P$  < 0.05, \*\* $P$  < 0.01, and \*\*\* $P$  < 0.001 (two-tailed Student's *t*-test).

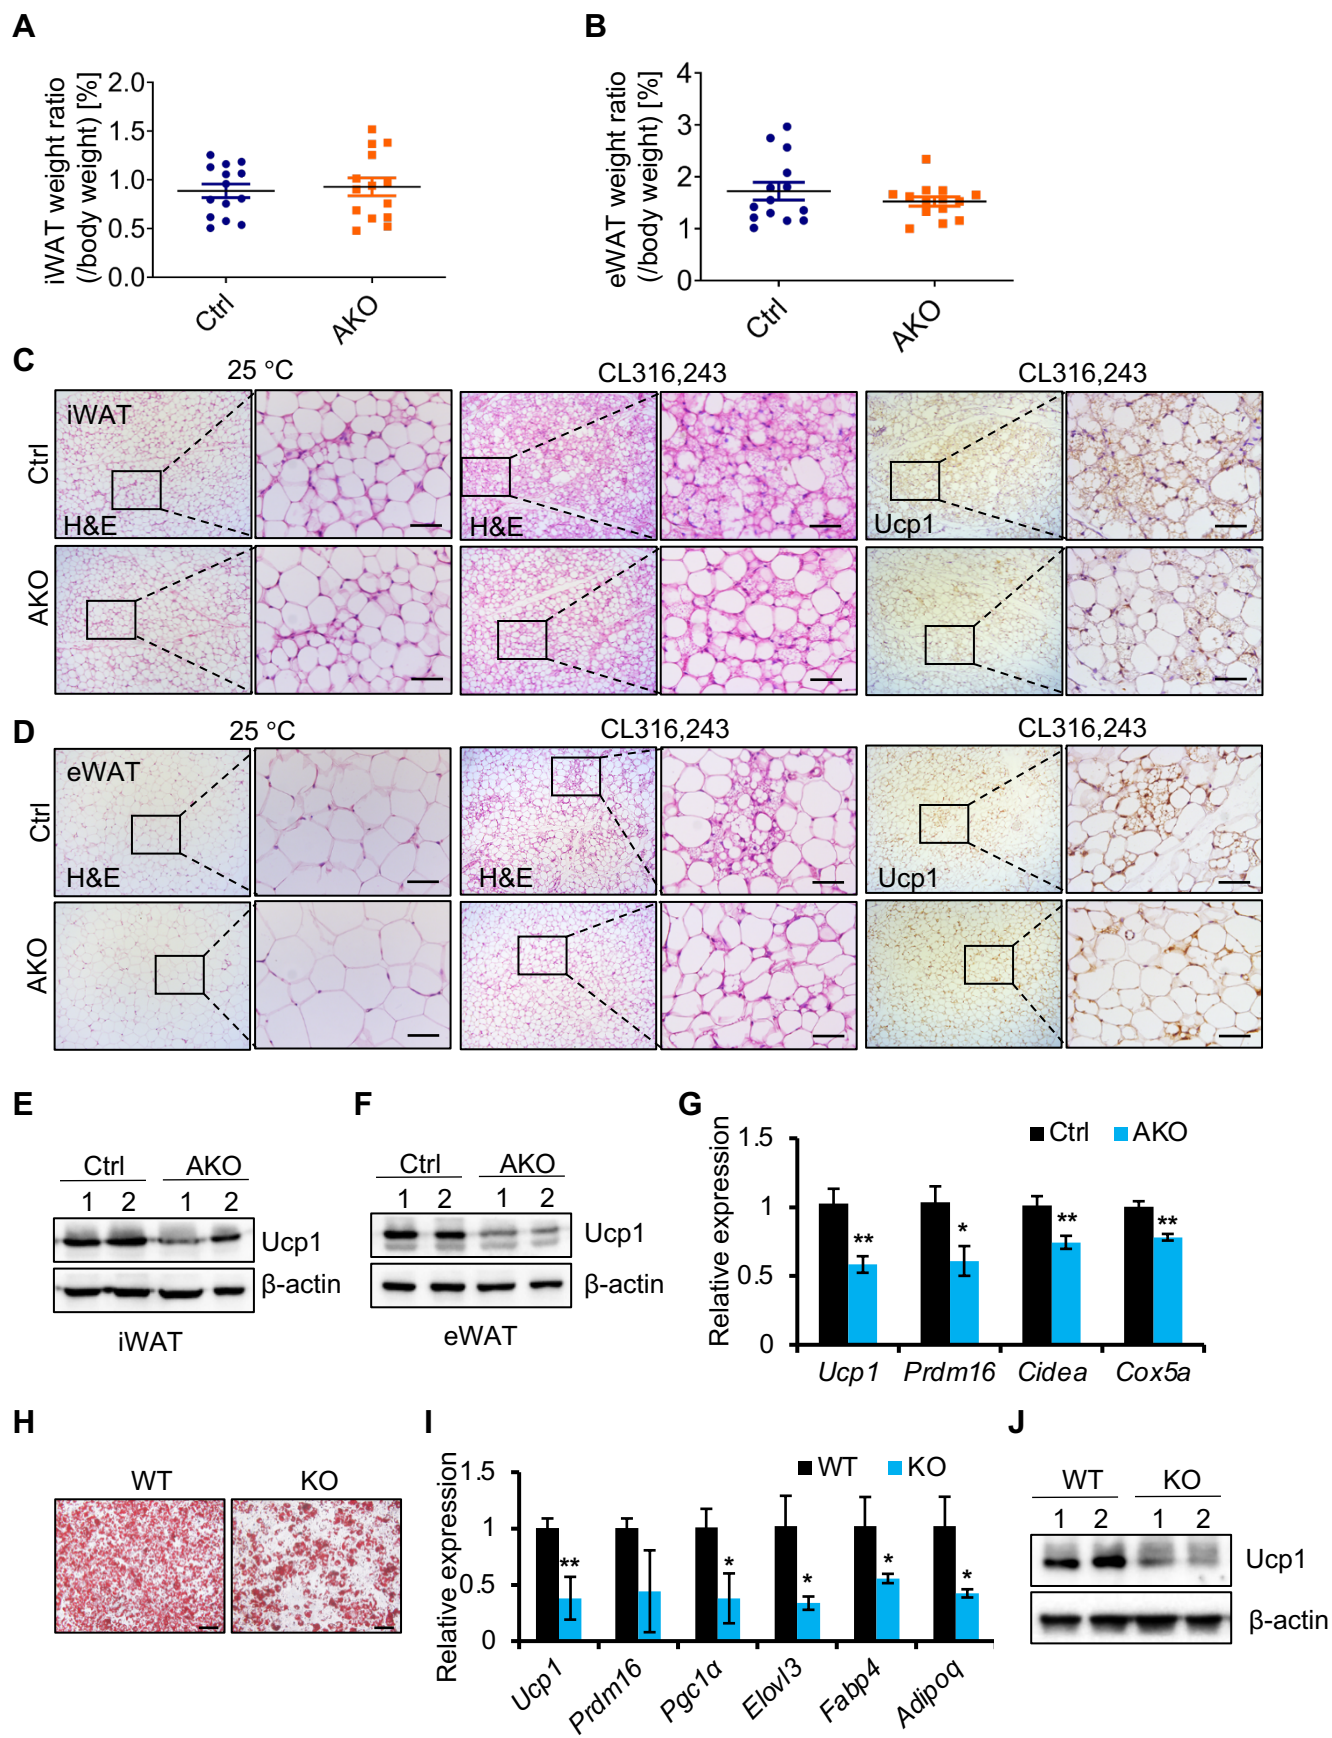

**Figure S5.** Adipose-specific miR-22 AKO mice exhibit defective browning capacity of WAT. (A-B) Ratios of iWAT (A), and eWAT (B) weight to body weight ( $n = 14$ ) in control and AKO mice. (C-D) Histochemical staining by H&E (left and middle panels) and Ucp1 immunohistochemical staining (right panel) for iWAT (C) and eWAT (D) section from control and AKO mice. Scale bar: 50  $\mu\text{m}$ . (E-F) Western blots for Ucp1 in iWAT (E) and eWAT (F) from AKO mice and their littermate controls after CL treatment.  $\beta$ -actin was used as a loading control. (G) qRT-PCR analysis for BAT-selective genes in iWAT from AKO mice and their littermate controls after 1 week of the  $\beta$ 3-adrenergic receptor agonist CL316,243 (1 mg/kg) injection.  $n = 3$  biological replicates. (H) Oil red O staining of differentiated beige adipocytes (day 6) from WT and miR-22 KO mice. Scale bar: 100  $\mu\text{m}$  (I) qRT-PCR analysis for BAT-selective genes and pan-adipocyte genes in differentiated beige adipocytes.  $n = 3$  technical replicates. (J) Western blots for Ucp1 in differentiated beige adipocytes from WT and miR-22 KO mice. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  (two-tailed Student's  $t$ -test).

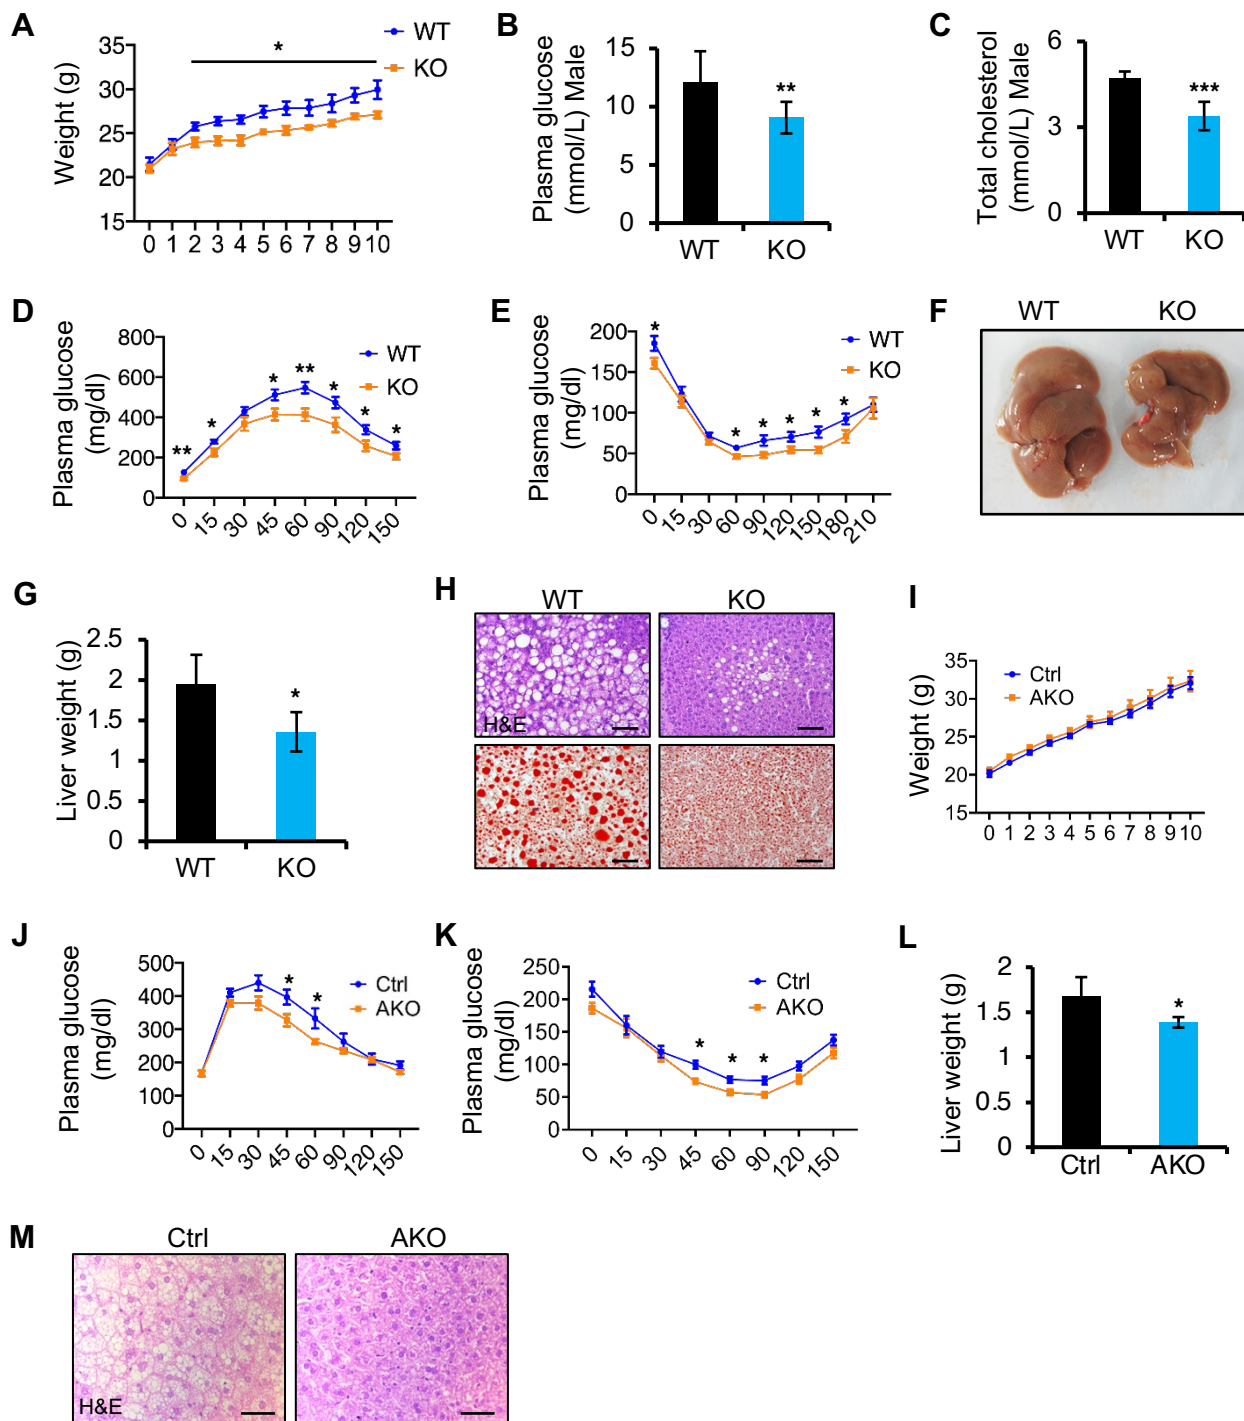

**Figure S6.** miR-22 KO mice are protected against HFD-induced insulin resistance. (A) Quantification of body weights of WT (n = 10) and KO (n = 10) mice at HFD condition. (B-C) The levels of glucose (B) and total cholesterol (C) in serum from WT (n = 8) and KO (n = 8) male mice following 10 weeks of HFD under 16-hour fasted conditions. (D-E) The levels of glucose tolerance test (GTT) (D) and insulin tolerance test (ITT) (E) in WT (n = 8) and miR-22 KO (n = 8) mice following 10 weeks of HFD under 16-hour fasted conditions. (F) Macroscopic view of livers from WT (n = 4) and miR-22 KO (n = 4) male mice at the age of 18 weeks. The mice were treated with HFD for 10 weeks at age of 8 weeks. (G) Quantification of liver weights in panel F. (H) H&E and Oil Red O staining of livers from WT and miR-22 KO male mice in Panel F. Scale bar: 100  $\mu$ m. (I) Quantification of body weights from control (n = 10) and miR-22 AKO (n = 10) male mice during HFD. (J-K) The levels of GTT (J) and ITT (K) in serum from control (n = 8) and miR-22 AKO (n = 8) mice following 10 weeks of HFD. (L) Liver weights of control and miR-22 AKO mice after 10 weeks of HFD (n = 5). The mice were treated with HFD for 10 weeks at age of 8 weeks. (M) H&E staining of liver from control and miR-22 AKO mice after 10 weeks of HFD (Scale bar: 50  $\mu$ m). \* $P$  < 0.05, \*\* $P$  < 0.01, and \*\*\* $P$  < 0.001 (two-tailed Student's  $t$ -test). Data are represented as the means  $\pm$  SEMs (A, D, E, I, K, J) and others as the means  $\pm$  SDs.

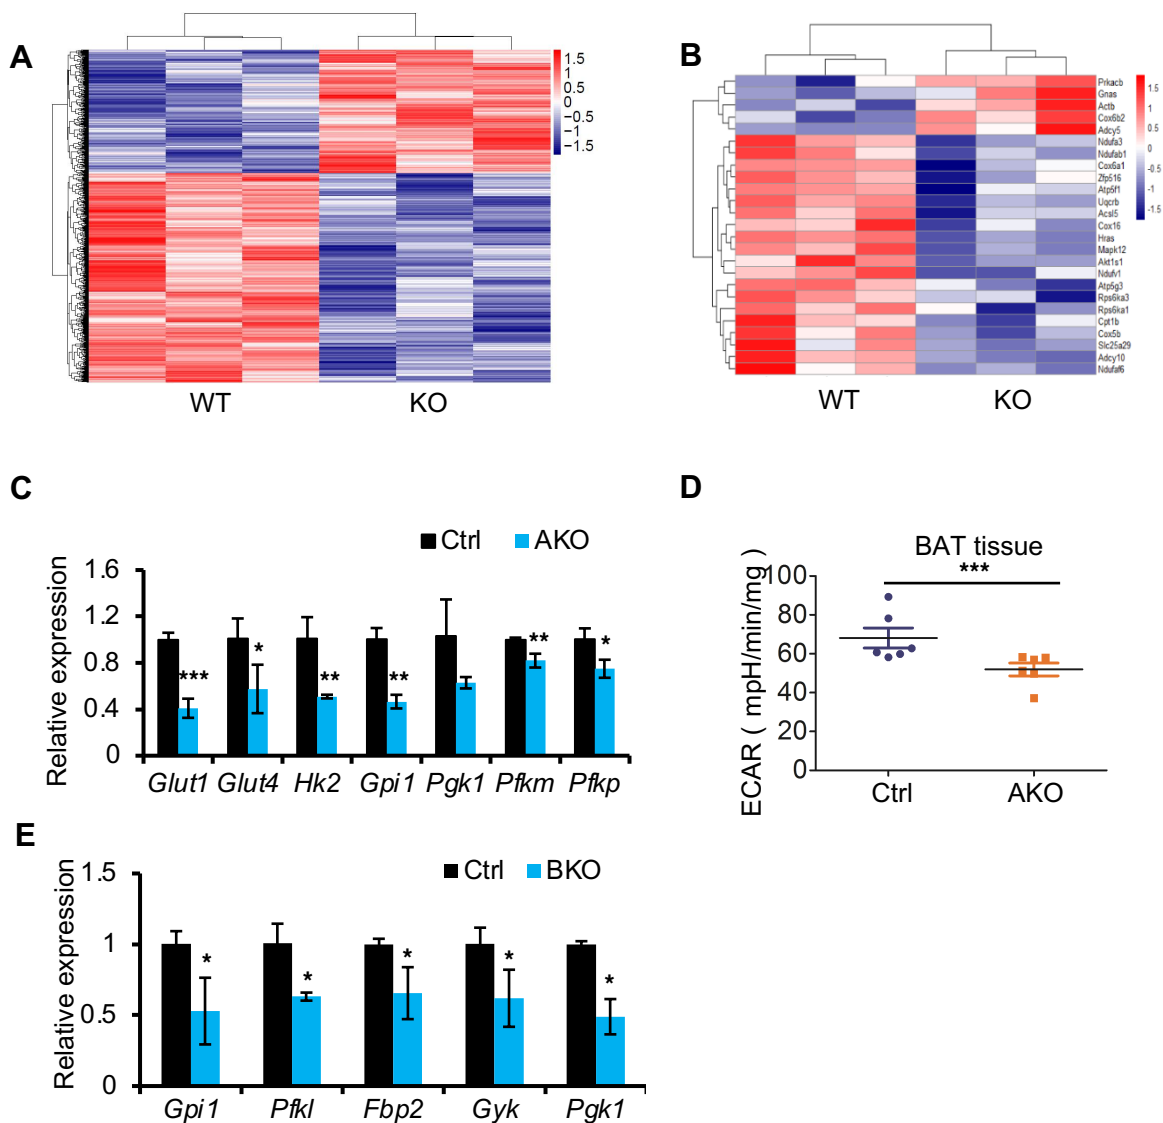

**Figure S7.** Glycolysis is suppressed in BAT from miR-22 conditional knockout mice. (A) Heatmaps of differentially expressed genes in BAT between WT and miR-22 KO mice. (B) Heatmaps of differentially expressed genes related to thermogenesis. (C) qRT-PCR analysis for the indicated glycolytic genes in BAT from control and miR-22 AKO mice ( $n = 3$ ). (D) ECAR of BAT isolated from control and miR-22 AKO mice ( $n = 6$ ). (E) qRT-PCR analysis for the indicated glycolytic genes in BAT from Ctrl and miR-22 BKO mice.  $n = 3$  biological replicates. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  (two-tailed Student's  $t$ -test). Data are represented as the means  $\pm$  SDs.

**A**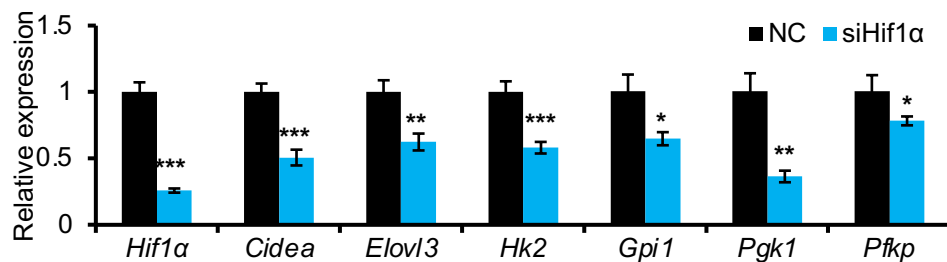**B**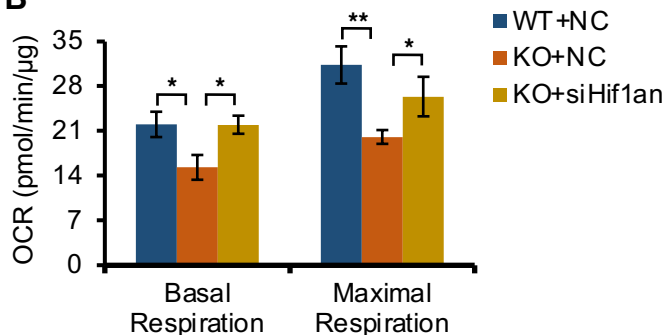**C**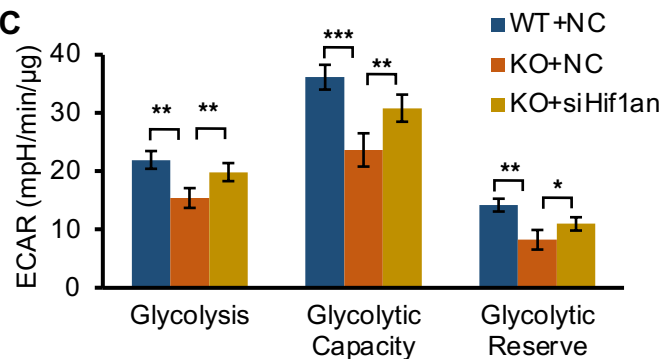

**Figure S8.** miR-22 promotes thermogenesis and glycolysis by directly suppressing Hif1an. (A) qRT-PCR analysis for the indicated genes in thermogenic and glycolytic pathways in differentiated primary brown adipocytes (day 6) upon Hif1α siRNA treatments. n = 4 technical replicates. (B-C) OCR (B) and ECAR (C) in differentiated miR-22 KO SVF cells at indicated conditions. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  (two-tailed Student's  $t$ -test). Data are represented as the mean  $\pm$  SD.

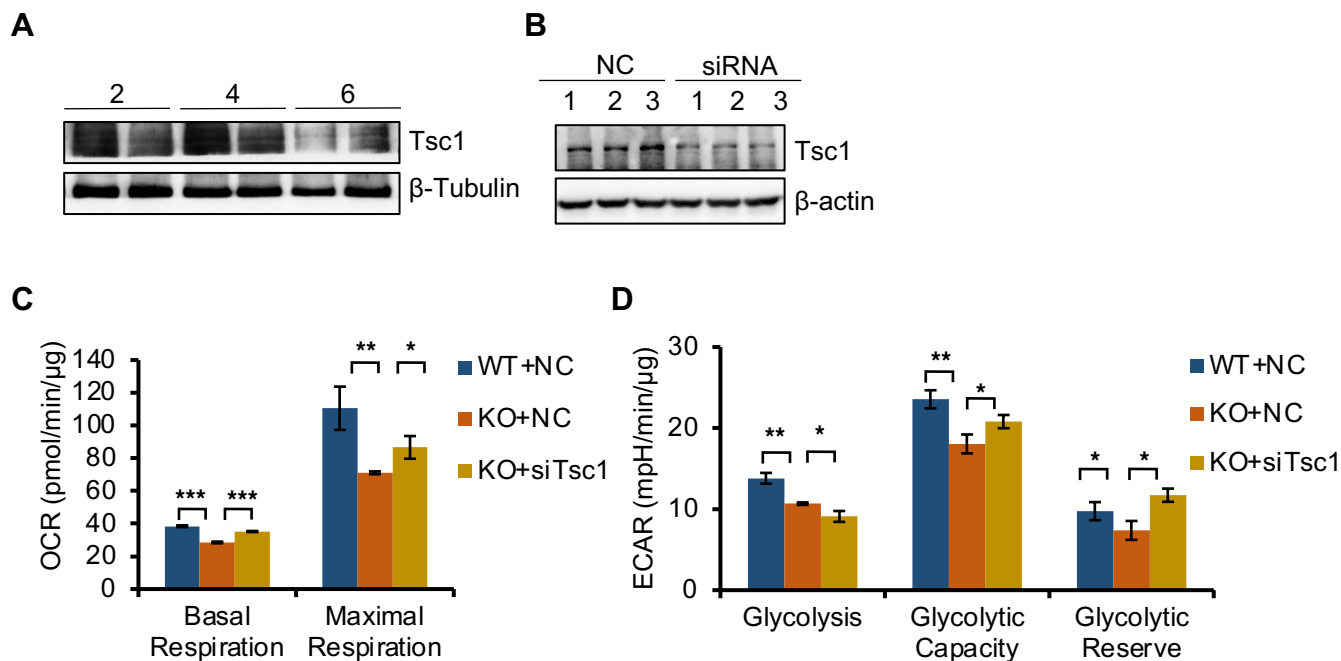

**Figure S9.** Identification of miR-22 direct targets in regulating mTORC1 signaling. (A) Western blots of Tsc1 during the differentiation of brown preadipocytes.  $\beta$ -Tubulin was used as a loading control. (B) Western blots of Tsc1 after siRNA treatment.  $\beta$ -actin was used as a loading control. (C-D) OCR (C) and ECAR (D) in differentiated primary brown adipocytes (day 6) at indicated conditions.  $*P < 0.05$ ,  $**P < 0.01$ , and  $***P < 0.001$  (two-tailed Student's *t*-test). Data are represented as the mean  $\pm$  SD.

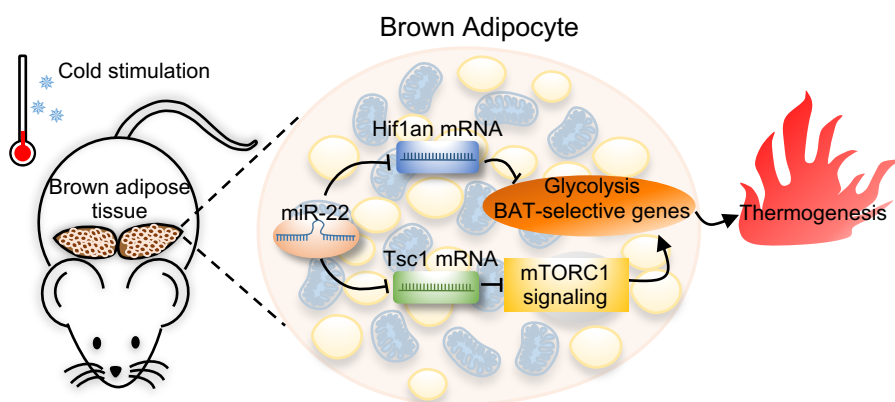

**Figure S10.** The working model of *miR-22* in regulating BAT thermogenesis.

**Table S1.** Primers used in the present study.

| Gene                                 | Forward                  | Reverse                    |
|--------------------------------------|--------------------------|----------------------------|
| Ucp1                                 | CACCTTCCCCTGGACACT       | CCCTAGGACACCTTTATACCTAATGG |
| Prdm16                               | CAGCACGGTGAAGCCATTC      | GCGTGCATCCGCTTGTG          |
| Cidea                                | ATCACAACTGGCCTGGTTACG    | TACTACCCGGTGTCCATTCT       |
| Pgc1 $\alpha$                        | CCCTGCCATTGTTAAGACC      | TGCTGCTGTTCTGTTTTC         |
| Cox8b                                | GAACCATGAAGCCAACGACT     | GCGAAGTTCACAGTGGTTCC       |
| Cox5a                                | GCCGCTGTCTGTTCCATTC      | GCATCAATGTCTGGCTTGTGAA     |
| C/EBP $\alpha$                       | CAAGAACAGCAACGAGTACCG    | GTCCTGGTCAACTCCAGCAC       |
| Elovl3                               | TCCGCGTTCTCATGTAGGTCT    | GGACCTGATGCAACCCTATGA      |
| Adipoq                               | GCACTGGCAAGTTCTACTGCAA   | GTAGGTGAAGAGAACGGCCTTGT    |
| Fabp4                                | ACACCGAGATTTCCTTCAAACCTG | CCATCTAGGGTTATGATGCTCTTCA  |
| PPAR $\gamma$                        | GTGCCAGTTTCGATCCGTAGA    | GGCCAGCATCGTGTAGATGA       |
| Hk2                                  | TGATCGCCTGCTTATTCACGG    | AACCGCCTAGAAATCTCCAGA      |
| Gpi1                                 | TCAAGCTGCGCGAACTTTTTG    | GGTTCCTGGAGTAGTCCACCAG     |
| Pfkfb1                               | GGAGGCGAGAACATCAAGCC     | CGGCCTTCCCTCGTAGTGA        |
| Pfkfb3                               | TGGTGCCATCATGCTATCTGA    | GGTCGCACGTCTCGACAAT        |
| Pfkfbm                               | TGTGGTCCGAGTTGGTATCTT    | GCACTTCCAATCACTGTGCC       |
| Fbp2                                 | ACCCTGACCCGTTACGTTATG    | ACATTCACGCTCCCCGAAATC      |
| Gyk                                  | TGAAGAAAGCGAAATCCGTTACT  | CCCAAAGGCAGACTACAGAAG      |
| Pgk1                                 | ATGTCGCTTTCCAACAAGCTG    | GCTCCATTGTCCAAGCAGAAT      |
| Glut1                                | CAGTTCGGCTATAACACTGGTG   | GCCCCGACAGAGAAGATG         |
| Glut4                                | GTGACTGGAACACTGGTCCTA    | CCAGCCACGTTGCATTGTAG       |
| Pkm1                                 | CTGCTGTTTGAAGAGCTTGTG    | GAGTCACGGCAATGATAGGA       |
| Pkm2                                 | TGCTGCAGTGGGGCCATTAT     | GAGTCACGGCAATGATAGGA       |
| Hif1an                               | GTCCCAGCTACGAAGTTACAGC   | CAGTGCAGGATACACAAGGTTT     |
| Hif1 $\alpha$                        | ACCTTCATCGGAAACTCCAAAG   | CTGTTAGGCTGGGAAAAGTTAGG    |
| Tsc1                                 | ATGGCCCAGTTAGCCAACATT    | CAGAATTGAGGGACTCCTTGAAG    |
| Tbp                                  | ACCCTTCACCAATGACTCCTATG  | TGACTGCAGCAAATCGCTTGG      |
| 36B4                                 | TTTGGGCATCACCACGAAAA     | GGACACCCTCCAGAAAGCGA       |
| Primer sequences used for genotyping |                          |                            |
| Mut-adipoq-cre                       | ACGGACAGAAGCATTTTCCA     | GGATGTGCCATGTGAGTCTG       |
| Ctrl-adipoq-cre                      | CTAGGCCACAGAATTGAAAGATCT | GTAGGTGGAAATTCTAGCATCATCC  |
| miR-22 <sup>flox/flox</sup>          | AGGGCCCCGGCTTTTACTGCTGAT | GGAGGGGAGGGAGGTATGGGTAGG   |
| miR-22KO-mut                         | AGCTTGCCTGGGACTTAACC     |                            |
| miR-22KO-wt                          | ACAGGAAAGCTGGGTGACAG     |                            |
| miR-22KO-com                         | TGCATTTAGAAGCCTCTTGCT    |                            |

**Table S2.** siRNA or inhibitor used in the present study.

| Gene             | Forward                | Reverse                |
|------------------|------------------------|------------------------|
| miR-22 inhibitor | ACAGUUCUUAACUGGCAGCUU  |                        |
| miR-22 mimics    | AAGCUGCCAGUUGAAGAACUGU | AGUUCUUAACUGGCAGCUUUU  |
| siHif1 $\alpha$  | GGGAGGAAAUUAAAUUCATT   | UGAAAUUAAAUUCCUCCCTT   |
| siTsc1           | GGAUGUACCCAUGUAACUUTT  | AAGUUACAUGGGUACAUCCTT  |
| siHif1 $\alpha$  | GCUCACCAUCAGUUAUUUATT  | UAAAUAAACUGAUGGUGAGCTT |

**Table S3.** The antibodies used in this study.

| <b>Antigen</b>   | <b>Vendor</b>             | <b>Catalog number</b> |
|------------------|---------------------------|-----------------------|
| Ucp1             | Abcam                     | ab10983               |
| Prdm16           | Abcam                     | ab106410              |
| pS6              | Cell Signaling Technology | 4858                  |
| Hif1an           | Abcam                     | ab187524              |
| Hif1 $\alpha$    | Abcam                     | ab16066               |
| AKT              | Cell Signaling Technology | 9272                  |
| AKT-pS473        | Cell Signaling Technology | 4060                  |
| AKT-pT308        | Cell Signaling Technology | 13038                 |
| S6               | Abcam                     | ab225676              |
| 4ebp1            | Cell Signaling Technology | 9644                  |
| p-p70 S6K        | Cell Signaling Technology | 9205                  |
| p70 S6K          | Cell Signaling Technology | 9202                  |
| p-4ebp1          | Cell Signaling Technology | 2855                  |
| Tsc1             | Proteintech               | 20988-1-AP            |
| $\beta$ -actin   | YEASEN                    | 30101ES50             |
| $\beta$ -Tubulin | YEASEN                    | 30301ES60             |

How the deposited data were processed for this re-analysis (not part of the article)

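BAT of 3 WT and 3 miR-22 KO mice was measured on 6 Agilent mouse gene expression arrays of the second version, with 1 dye and 1 mouse per array. The authors deposited, per the file headers, intensity values from Agilent Feature Extraction with a protocol for 1 dye, in which the processed signal is the spot intensity after background subtraction and spatial detrending by the scanner software, without scaling between arrays. The log2 values that the authors deposited as a processed table list 27497 probes. The processing of that table is not stated in the paper; its 6 columns share the same maximum, a property that quantile normalization gives, and each correlated with the scanner signal of its own array at a Pearson's r of at least 0.9998 across probes, against at most 0.983 with any other array. Samples were grouped by their labels. No numbers shared between the groups pair the mice, so all tests were unpaired.

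The scanner signal was divided by the 75th percentile of the non-control spots of its array and taken as log2. Probes were kept when well above background on at least 3 arrays. Spots marked by the software as not uniform or as population outliers were left out, and at least 2 unmarked values per group were required. Of 35651 detected probes, 4413 did not have that many. Probes were matched to genes through the RefSeq accession of the array annotation (RefSeq on GRCm38.p6, 23462 genes), and the brightest testable probe stood for each gene. Groups were compared with lmFit and eBayes of limma 3.58.1 under R 4.3.3 with data.table 1.17.8. The tests were two-sided, at a threshold of 0.05 on the unadjusted p, which is the threshold of the paper's methods, and on the p adjusted with Benjamini-Hochberg over all tested genes. The precision that 3 arrays per group give is stated as the standard error of each gene.

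Lists of genes for glycolysis, pyruvate metabolism, fatty acid degradation, fatty acid metabolism, mTOR signaling and oxidative phosphorylation were compiled by hand at the same time as the other planned choices, as was the rule for the genes to be named. These are the genes the paper names or labels for BAT of KO mice, *Hif1an*, *Hif1a* and *Tsc1*, the host gene of miR-22, and 5 genes in each direction. Those 5 had the largest change among genes past the adjusted threshold, above background on all 6 arrays and without overlap of the groups. Where fewer than 5 passed, the genes with the smallest unadjusted p were added. The lists were tested with a one-sided Fisher's exact test and with limma's cameraPR on signed z values, which allows missing values, at a correlation of 0.01 between genes. Limma's fry, and camera with an estimated correlation, were run on the 11576 genes without a marked spot. Random lists, 10000 for each list, were drawn from the 50 genes on either side of each member in order of brightness. Lists of marker genes of brown, white and all adipocytes, skeletal muscle, erythroid cells, lymphocytes, macrophages, endothelium and nerve were compared between the groups with two-sided exact permutation tests. The steps were tested on simulated data of 14711 genes with 200 changed by 1.5 on the log2 scale. Limma recovered 78.5% of them after adjustment and called 0.0692% of the others. At an unadjusted p under 0.05 the shares were 97.5 and 4.89% with limma, 99 and 4.95% with SAM, and 94 and 5.42% with the methods' t-test. A simulated list of 60 genes shifted by -0.3 was found by limma's camera. The simulated genes varied independently, so this did not test camera on lists with correlated members.

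Alternatives were quantile normalization, scaling to the median of detected probes, normexp background correction with an offset of 50, the authors' processed values, no filter on dim probes, a filter of all 6 arrays, the mean of a gene's probes, SAM, the methods' t-test, eBayes with trend and robust, the row of the slide as a block, all probes as the counting unit, a change of at least 1.5-fold, and leaving out each array in turn. Normexp used the median spot signal, since the mean was not available. The following were chosen after the data were seen: keeping the marked spots, the mean of the skeletal muscle list as a covariate, the processed values without marked spots, and SAM on the processed values. Leaving out the marked spots, as in the main setting, was not fixed beforehand either. A comparison of genes with and without miR-22 seed sites was left out because no transcript sequences were at hand. The lists of KEGG were not at hand and were not used here.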

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

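The tests of brightness, of skeletal muscle and of chromosome neighbours in this part were chosen after the results were seen.

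The 5 genes with the largest rise in KO mice among those past the adjusted threshold and above background on all 6 arrays are not discussed in the paper, and their signal was above that of all WT mice in each KO mouse. The log2 differences were 2.45 for *Kcnc2* (standard error 0.29, adjusted p = 0.0432 from limma), 2.17 for *Grhl3* (standard error 0.24, adjusted p = 0.0431), 2.04 for *AA467197* (standard error 0.18, adjusted p = 0.0283), 2.03 for *Tlr1* (standard error 0.23, adjusted p = 0.0431) and 1.83 for *Epop* (standard error 0.19, adjusted p = 0.0375). All 5 stayed above 0 under each alternative run, but with normexp the rises of *Kcnc2*, *Grhl3*, *Tlr1* and *Epop* were 1.21, 1.03, 1.02 and 0.80, and that of *AA467197* 1.73. For the 5 genes in the order above, the adjusted p was under 0.05 in 7, 6, 10, 8 and 8 of 20 alternatives. SAM, which is among these alternatives, could not give such a value for any gene. Over the alternatives it ranged from 0.00838 to 0.333, 0.0110 to 0.269, 0.00416 to 0.170, 0.00959 to 0.170 and 0.0134 to 0.251. None of the 5 passed the adjusted threshold when any WT array, the second KO array or the third KO array was left out (adjusted p of at least 0.0677 from limma). *AA467197* aside, these genes were dim, with a mean of -2.94 or lower in KO mice. Their WT means were -5.39 for *Kcnc2*, -5.66 for *Grhl3*, -5.07 for *Tlr1* and -5.64 for *Epop*. The lowest signal called above background averaged -6.05 over the WT arrays, so these rises start near background. A second probe of *Tlr1* rose by 2.27. After quantile normalization, which removed most of the trend of the difference with brightness, the smallest of the 5 rises was 1.60, and with the skeletal muscle score in the model it was 1.85, so neither that trend nor muscle tissue taken with the depot accounts for them. With the row of the slide as a block, which compares the KO arrays with the WT array in their row, the rises were 2.29, 2.13, 2.01, 2.34 and 1.63, so that array lay with the other WT arrays, where an effect of the row alone would place it with the KO arrays. As it is a single array, and the genes were chosen for groups that do not overlap, an effect of position is not excluded by this, and the genotype also stays open.

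*Zfp874a* and *Gm10037*, which the naming rule did not cover and which were chosen after their values were seen, were not above background on any WT array and were above it on all 3 KO arrays. Against the mean over the 3 WT arrays of the lowest signal called above background on each, log2 -6.05, *Zfp874a* was at least 15.2-fold higher in KO mice (adjusted p = 4.83e-05 from limma, 7.45e-06 to 0.104 over the alternatives) and *Gm10037* at least 8.13-fold higher (adjusted p = 0.000778, 0.000727 to 0.148). These bounds, 3.93 and 3.02 on the log2 scale, hold for the main setting only. Over the alternatives the lowest log2 differences were 2.59 for *Zfp874a* and 1.69 for *Gm10037*. The adjusted p was under 0.05 in 18 of 19 alternatives for *Zfp874a*, with SAM the exception. For *Gm10037* it was in 17 of 19, with SAM and the methods' t-test the exceptions. With SAM no gene could reach such a value. These genes are neighbours on chromosome 13, whereas the host gene of miR-22 lies on chromosome 11. Of the 50 tested genes nearest to *Zfp874a*, with marked spots kept, 8 (16%) had an unadjusted p under 0.05, against 20.6% of all genes, which lay at percentile 17.8 of all windows of that size. However, 3 of the 50 passed the adjusted threshold (*Gm10037*, *Zfp455* and *1810034E14Rik*), against 0.472% of all genes. With marked spots kept, *Zfp455* rose by 1.13 (adjusted p = 0.0449 from limma, 0.0205 to 0.364 over the alternatives) and *1810034E14Rik* by 1.60 (adjusted p = 0.0371, 0.00993 to 0.306). A candidate explanation is a variant of another mouse strain that changes expression or probe binding in this region. It cannot be told apart from an effect of the knockout, because the probe sequences and the strain of the mice were not available.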

How the results depend on the processing

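Some alternatives were chosen after the data were seen, as was their test on each result. These keep marked spots, add the skeletal muscle score, take the processed values without marked spots or apply SAM to the processed values. Leaving out the marked spots, as in the main setting, was not fixed beforehand either. The cause of each change below was not tested unless a cause is named.

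Counts at an unadjusted p under 0.05 (1297 lower, 1476 higher) moved by over 1.5 times to 298 and 777 with the row of the slide as a block, to 2104 and 3031 with all probes as the unit, because more items were counted, and to 518 and 939 at a change of at least 1.5-fold, which is a stricter threshold. The higher count was 890 with normexp. Leaving out each array gave 677 (without the second WT array) to 1328 lower genes. The adjusted counts (6 lower, 21 higher) depended on nearly every setting: 1 and 3 with quantile normalization, 83 and 66 with the processed values, 0 and 3 with no filter, 80 and 153 with a filter of all 6 arrays, 3 and 12 with the mean of probes, 0 and 0 with SAM (930 and 1255 unadjusted), 0 and 1 with the methods' t-test (1375 and 1183 unadjusted), 123 and 160 with trend and robust, 0 and 3 with the block, 23 and 53 with marked spots kept, 2 and 6 with the muscle score, 58 and 50 with the processed values without marked spots and 0 and 0 with SAM on those of all spots (1344 and 1026 unadjusted). With normexp 15 genes were lower. The counts of 0 with SAM were fixed in advance, because its null includes the true labels and no gene could pass. Leaving out each array gave 0 to 5 lower and 2 to 17 higher genes. Without a filter the median difference of all genes was 0.14, against -0.03.

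Of the 2773 genes called at an unadjusted p under 0.05, all had the same direction after quantile normalization, scaling to the median, SAM and the muscle score. Of them, 2079, 2412, 2049 and 2052 were called again. SAM uses the same differences, so its directions could not differ. The direction was the same for 2755 genes with normexp, 2730 with the mean of probes and 2738 with marked spots kept. In the processed values it was the same for 2604 of 2614 tested. With the block, 2564 were tested, all in the same direction, and 30.7% were called again.

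Shares of lists that were lower changed side or call as follows. Below the share of all genes were glycolysis at 10% with quantile normalization, 12.5% with scaling to the median, 10.5% with the processed values, 11.1% with those without marked spots and 10% with trend and robust; fatty acid metabolism at 8.89% with quantile normalization and 10% with the processed values without marked spots; fatty acid degradation at 0% with the block; and mTOR signaling at 11.0% with the processed values, 11.1% with those without marked spots and 1.47% with the block. Past the threshold were mTOR signaling at 20.5% with the methods' t-test and fatty acid degradation at 23.3% with the mean of probes, and with marked spots kept, pyruvate metabolism at 32.4%, fatty acid degradation at 25.6%, fatty acid metabolism at 31.6% and mTOR signaling at 18%. These 4 no longer passed with marked spots kept and quantile normalization (adjusted p of at least 0.308 from Fisher's exact test) or the block (at least 0.529). Fatty acid metabolism still passed with scaling to the median (Fisher's exact test, adjusted p = 1.59e-05), normexp (0.00434) and SAM (0.000847) on top. It also passed without any single array (at most 0.0448), but not in the processed values (0.667). The other 3 also passed with scaling to the median on top (Fisher's exact test, adjusted p of at most 0.00363). With SAM on top, pyruvate metabolism (0.0354) and fatty acid degradation (0.0102) passed and mTOR signaling (0.477) did not. With normexp on top, the other 3 did not pass (at least 0.0564). Oxidative phosphorylation, below the share of all genes at 6.25%, was above it at 15.6% with scaling to the median, 18.8% with normexp, 12.9% with all 6 arrays and 15% with marked spots kept. Leaving out each array gave 10 to 23.5% for glycolysis, 10.5 to 31.6% for pyruvate metabolism, 9.09 to 28.6% for fatty acid degradation, 5.88 to 23.5% for fatty acid metabolism, 4.598 to 15% for mTOR signaling and 3.23 to 61.9% for oxidative phosphorylation. Without the third KO array, 5 of these 6 lists were past the threshold, all but mTOR signaling, with oxidative phosphorylation at 61.9%. With the adjusted threshold behind the lower genes no list gave a value, since none had a member below it.

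Shifts changed as follows. Glycolysis was at -0.0372 with the processed values, -0.0200 with those without marked spots and -0.0509 with the block, each with the opposite direction in the test. Past the threshold were pyruvate metabolism at -0.21, fatty acid metabolism at -0.14 and mTOR signaling at -0.12 with no filter, where the median of all genes rose, and, with marked spots kept, pyruvate metabolism at -0.31, fatty acid degradation at -0.29, fatty acid metabolism at -0.30 and mTOR signaling at -0.13, but not with quantile normalization on top of that (adjusted p of at least 0.259 from limma's camera). With fry fatty acid metabolism was at -0.00516 in the opposite direction. Oxidative phosphorylation (-0.36) no longer passed at -0.0873 with quantile normalization, -0.0618 with the processed values, -0.0618 with those without marked spots, -0.23 with the block and -0.34 with fry. Leaving out each array put it at -0.54 to -0.21, and it did not pass without the first (-0.40) or second WT array (-0.21) or the second KO array (-0.27).

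Of 80 named genes, 64 never changed sign. With quantile normalization the sign changed for *Aldh9a1* (-0.0262), *Aldh7a1* (-0.12), *Hk3* (-0.0134), *Eno2* (-0.0916), *Adh4* (-0.0574), *Actb* (0.0922), *Hif1a* (0.0601), *Atp5pb* (0.00716), *Hk2* (0.0950) and *Adipoq* (0.00523); with scaling to the median for *Minpp1* (-0.0310), *Aldh9a1* (-0.0577), *Aldh7a1* (-0.00216), *Eno2* (-0.0638) and *Adh4* (-0.00668); with normexp for *Aldh1l2* (0.0292), *Aldh7a1* (-0.0530) and *Adh4* (-0.0439). In the processed values it changed for *Aldh9a1* (-0.14), *Aldh7a1* (-0.11), *Hk3* (-0.0162), *Eno2* (-0.0871), *Adh4* (-0.0582), *Gnas* (0.0330), *Actb* (0.13) and *Hif1a* (0.0661), and without marked spots for *Aldh9a1* (-0.0238), *Aldh7a1* (-0.11), *Hk3* (-0.0162), *Eno2* (-0.0871), *Adh4* (-0.0582), *Actb* (0.12) and *Hif1a* (0.0661). With the block it changed for *Aldh1l2* (0.11), *Aldh7a1* (-0.0509), *Hk3* (-0.0268) and *Adh4* (-0.12), with the mean of probes for *Prkacb* (0.21) and *Zfp516* (0.20), and with marked spots kept for *Aldh9a1* (-0.43) and *Aldh7a1* (-0.19), on other probes. Leaving out each array gave ranges across 0 for *Aldh1l2* (-0.32 to 0.16), *Minpp1* (-0.0239 to 0.13), *Aldh9a1* (-0.0882 to 0.12), *Aldh7a1* (-0.0371 to 0.13), *Eno2* (-0.0853 to 0.15), *Adh4* (-0.0494 to 0.15), *Elovl3* (-0.33 to 0.66), *Hif1a* (-0.19 to 0.0396) and *Hk2* (-0.23 to 0.00129). The rise of *Mir22hg*, 0.75, passed the adjusted threshold with trend and robust (adjusted p = 0.0435 from limma, range 0.0435 to 0.454).

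The comparison of genes with and without miR-22 seed sites, with its alternatives of matched length and of the longest sites, was not run. No paired analysis was possible because the groups share no replicate numbers. Marked spots limit what can be tested: 14711 genes without them and 16110 with them.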

Differences from the paper's values

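No test in this part was chosen after the result was seen, apart from the settings named as such. The treatment of marked spots, whether left out or kept, was not fixed beforehand. The paper counts 1791 downregulated and 1065 upregulated genes. The counts here were 1297 and 1476, and neither is more than 1.5 times apart from the paper's. The downregulated count was further apart with SAM (930), no filter (933), the mean of probes (1005), the block (298) and a change of at least 1.5-fold (518). Leaving out any single array but the third KO array did the same (677 to 970). The upregulated count was further apart with no filter (1736) and all probes (3031). The direction that holds more genes differed: the paper reports more downregulated genes, and here 46.8% of the genes at an unadjusted p under 0.05 were downregulated. Downregulated genes were the majority with quantile normalization (56.2%), scaling to the median (63.4%), normexp (59.6%), the authors' processed values (58.0%), the methods' t-test (53.8%), trend and robust (52.4%) and without the third KO array (53.5%), all set before the data were examined. They were also the majority with marked spots kept (54.0%), the processed values without marked spots (56.9%) and SAM on the processed values (56.7%), which were chosen after seeing the values. With SAM, which the methods name, on the scanner values, 42.6% were downregulated.

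The paper reports enrichment of the downregulated genes in pyruvate metabolism, fatty acid metabolism, fatty acid degradation, glycolysis and mTOR signaling. None of the lists compiled here for these pathways passed the threshold after adjustment over the 6 lists, and the lists are not those of KEGG. Unadjusted, the share of fatty acid metabolism (p = 0.0152, one-sided Fisher's exact test) and of fatty acid degradation (p = 0.0440, one-sided Fisher's exact test) did. Settings that called a list after adjustment were no filter for the shifts of pyruvate metabolism, fatty acid metabolism and mTOR signaling, the mean of probes for the share of fatty acid degradation, the methods' t-test for the share of mTOR signaling, and leaving out the third KO array for the shares of glycolysis, pyruvate metabolism, fatty acid degradation and fatty acid metabolism. Marked spots kept, chosen after seeing the values, called share and shift of all these lists but glycolysis. With quantile normalization on top of this, neither share nor shift of any of them was called (adjusted p of at least 0.308 from Fisher's exact test and 0.259 from limma's camera). With the row of the slide as a block on top of it, no share was called (adjusted p of at least 0.529 from Fisher's exact test), while the same 4 shifts were. With scaling to the median on top of it, the shares of the same 4 lists were called (Fisher's exact test, adjusted p of at most 0.00363, and 1.59e-05 for fatty acid metabolism). With SAM on top of it, fatty acid metabolism (Fisher's exact test, adjusted p = 0.000847), fatty acid degradation (0.0102) and pyruvate metabolism (0.0354) were called by share. The share of mTOR signaling was not (0.477).

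In Figure 5B the paper shows its genes as lower in KO mice. Of 21 tested genes, 14 were lower, and *Pgm2* (0.43), *Hk3* (0.12), *Aldh7a1* (0.07), *Adh4* (0.06), *Minpp1* (0.04), *Eno2* (0.01) and *Aldh9a1* (0.01) were not. All but *Pgm2* were lower under at least 1 setting: *Hk3* with quantile normalization, the block and the processed values; *Aldh7a1* and *Adh4* with those, scaling to the median and normexp; *Eno2* and *Aldh9a1* with quantile normalization, scaling to the median and the processed values; *Minpp1* with scaling to the median. Leaving out single arrays did the same for *Aldh7a1*, *Adh4*, *Eno2*, *Aldh9a1* and *Minpp1*. *Aldh7a1* and *Aldh9a1* were also lower with marked spots kept, and these 2 genes, *Hk3*, *Adh4* and *Eno2* in the processed values without marked spots, both chosen after seeing the values. The genes downregulated at an unadjusted p under 0.05 numbered 4 here, 5 with scaling to the median and with the methods' t-test, 7 of 18 without the third KO array, 1 of 18 with the row of the slide as a block, and 6 of 23 with marked spots kept. If *Pgm2* in the figure is read as *Pgm1*, 15 of 21 were lower.

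In Figure S7B, 13 of 14 tested genes shown as lower were lower, the exception being *Mapk12* (1.32), for which no setting gave a fall. Of 5 tested genes shown as higher, 2 were higher, and *Prkacb* (-0.23), *Gnas* (-0.21) and *Actb* (-0.28) were not. *Prkacb* was higher with the mean of probes, *Gnas* with the processed values, and *Actb* with quantile normalization and the processed values, with or without marked spots. On dimmer probes *Prkacb* was at 0.65 and *Gnas* at 0.62 and -0.70. Brighter *Gnas* probes, with marked spots kept, were at -0.48 and -0.32.

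In Figure 5C, which the paper shows from qRT-PCR as lower in KO mice, *Fbp2* was at 0.24 on the arrays with marked spots kept and at 0.16 without them. In Figure 3E the paper likewise shows *Prdm16* and *Elovl3* from qRT-PCR as lower. They were at 0.55 and 0.10 with marked spots kept, a setting chosen after seeing the values. *Elovl3* fell below 0 without the first WT array, the first KO array or the third KO array. *Prdm16* was at 0.11 without the first KO array and at 0.92 without the third. Its signal in the KO mice was 0.98, -0.02 and -0.64, against a WT mean of -0.44. The paper states that *Tsc1* is raised in KO mice, from other measurements; on the arrays it was at -0.08 (standard error 0.15), below 0 under all 20 alternatives.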

Other observations

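The tests in this part, other than those of other groupings of the arrays, slide position, blood and lymph node and the comparison of the skeletal muscle list between the groups, were chosen after the results were seen.

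The 10 ways to split the 6 arrays into 3 and 3 gave 157 to 773 genes at an unadjusted p under 0.05 for the 9 others (median 462) and 2773 for WT against KO, so that 1 of 10 splits gave as many. With 10 splits chance cannot be excluded. Of the called genes, 64.1% had a difference between the WT array in the second row of the slide and the other WT arrays that went the way of the KO difference, against 56.0% of all genes, with median row differences of -0.07 and 0.07 for lower and higher genes. An effect of position cannot be told apart from the genotype, because only 1 WT array shares the row with the KO arrays.

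Skeletal muscle genes varied between arrays in both groups. Of 20 genes, 19 had their lowest signal in the third WT mouse, and all 20 their highest in the second KO mouse, with a median range of 7.67 on the log2 scale and a largest of 12.3. *Ckm* was at 1.96, 0.14 and -7.98 in WT mice and at -1.32, 3.48 and 1.05 in KO mice. These values are with marked spots kept. The first principal component of the 11576 genes without a marked spot (40.7% of the variance) ran from 46.0 for the third WT mouse to -52.0 for the second KO mouse. The common lowest array is consistent with muscle tissue taken with the depot in differing amounts. Array quality as the source is argued against by the other lists, whose largest range between arrays was 0.91 with marked spots kept. Without marked spots it was 1.27, for the white adipocyte list, and that of the muscle list 7.74. Between the groups the muscle list differed by 1.85 without marked spots, within the SD of 3.59 between WT mice (10 genes, two-sided exact permutation p = 0.6). Muscle does not account for the genotype difference as a whole: with the muscle score in the model, 74.0% of the called genes were called again in the same direction.

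Other marker lists moved little between the groups, as log2 differences with two-sided exact permutation p: erythroid -0.0945 (3 genes, p = 0.6), so blood left in the depot does not account for a broad shift, brown adipocyte -0.18 (7 genes, p = 0.5), all adipocytes -0.13 (3 genes, p = 0.5), endothelial -0.08 (6 genes, p = 0.2; 0.01 with marked spots kept or after quantile normalization and 0.10 in the processed values), neural -0.25 (8 genes, p = 0.3) and macrophage 0.11 (7 genes, p = 0.8). The lymphocyte list was at 0.38 (8 genes, exact permutation p = 0.1, SD between WT mice 0.36). Lymph node taken with the depot cannot be told apart from a change in the tissue here, because these genes were near background. The white adipocyte list rose by 0.83 (7 of 12 genes, exact permutation p = 0.1, the smallest possible), and by 0.50 with marked spots kept. It mixed directions. Chosen after their values were seen, *Wfdc21* was at 1.93 (adjusted p = 0.0508 from limma, 0.00744 to 0.364 over the alternatives), *Mest* at 1.11 (adjusted p = 0.0847 from limma, 0.0483 to 0.379) and *Nnat* at 1.18, while *Hoxc8* was at -0.47.

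Among the 50 tested genes nearest to the host gene of miR-22, with marked spots kept, 17 (34%) had an unadjusted p under 0.05, against 20.6% of all genes. Of 15094 windows of that size, 336 had as many, which puts this window at percentile 97.8. *Rtn4rl1*, chosen after its values were seen, had the smallest adjusted p among them (log2 difference 1.32, adjusted p = 0.0365 from limma, 0.00744 to 0.329 over the alternatives). Variants of another strain carried along with the targeted allele are a candidate explanation. *Mir22hg* itself, the targeted locus, was higher in KO mice under all alternatives (0.67 to 0.91).

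Keeping the marked spots turned the majority of the calls. Of 255 called genes among the 1399 that could be tested only with marked spots kept, 80.4% were lower, against 51.8% among the genes tested either way. Leaving out marked spots may therefore remove lower genes more than others.

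The difference between the groups followed brightness. In 10 equal groups of genes ordered by brightness, the median log2 difference ran from 0.20 in the second dimmest to -0.27 in the brightest, where 193 genes were lower and 4 higher at an unadjusted p under 0.05; after quantile normalization the brightest group was at -0.05 with 71 lower and 39 higher. Relative to the middle genes and the WT mean, the brightest group was at -0.08, 0.15 and -0.07 in WT mice and at -0.38, -0.38 and -0.0308 in KO mice. Ribosomal protein genes (57, of which 1 is in a list) had a median of -0.27 with 54 below 0, but -0.02 after quantile normalization (32 of 57 below 0) and -0.02 in the processed values (29 of 48 below 0). A fall of metabolic transcripts alone is argued against by that -0.27. The third KO array, at -0.0308, had the lowest 75th percentile of the KO arrays, so the overall signal of the arrays may be a source; it cannot be told apart from genotype, because only 1 KO array had a signal in the range of the WT arrays. Among random lists of the same brightness, the medians of the pyruvate metabolism, fatty acid degradation and mTOR signaling lists lay no lower than percentile 5.66, the value of pyruvate metabolism with marked spots kept, over that setting, quantile normalization and the values without marked spots. The trend with brightness is a candidate explanation for these 3 medians. The fatty acid metabolism list lay at percentile 60.5 without marked spots, 16.6 after quantile normalization and 0.97 with marked spots kept. For it the trend cannot be told apart from a fall of its own, because these settings disagree and random lists do not carry the correlation between its members (estimated at 0.0523).

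Oxidative phosphorylation genes, a list that the paper's enrichment does not name, had a median of -0.36 and a mean of -0.27 in 32 of 82 genes, 28 of them below 0 (limma's camera, adjusted p = 0.00104, 7.77e-09 to 0.617 over the alternatives). Unadjusted p under 0.05 held for 2 lower genes (6.25%) and 1 higher gene (one-sided Fisher's exact test, adjusted p = 0.787), none of them adjusted over the list alone. Of these genes, 9 are shown in Figure 5B or S7B. Limma's fry (adjusted p = 0.446) and camera with an estimated correlation of 0.674 (adjusted p = 0.860) did not call it, and without the first or second WT or the second KO array camera did not either (medians -0.40, -0.21 and -0.27). Without the third KO array, 61.9% were lower (one-sided Fisher's exact test, adjusted p = 7.57e-08, 7.57e-08 to 1 over the alternatives). With the muscle score in the model the median was -0.35, which argues against muscle. The median lay at percentile 2.45 of random lists of the same brightness, whose median was -0.31, at percentile 1.55 after quantile normalization and at 0.14 with marked spots kept (80 genes). The trend with brightness cannot be told apart from a fall of these genes, because the members are correlated and random lists, which do not carry that correlation, are too narrow. After quantile normalization the median was -0.09.

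Genes that the paper measured by other methods were also on the arrays. With marked spots kept, log2 differences were -0.38 for *Ucp1*, -0.33 for *Cidea*, -0.46 for *Cox8b*, -0.31 for *Adipoq* and -0.47 for *Fabp4*, none at an unadjusted p under 0.05, and -0.13 for *Hk2* and -0.45 for *Gk*; *Adipoq* and *Hk2* were above 0 after quantile normalization (0.01 and 0.10). *Hif1an* was at 0.07 (standard error 0.13, adjusted p = 0.782 from limma, 0.659 to 1.00 over the alternatives) and *Hif1a* at -0.09 (standard error 0.16), which was above 0 after quantile normalization (0.06). Neither had an unadjusted p under 0.05.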
